# Transcriptome analysis of heterogeneity in mouse model of metastatic breast cancer

**DOI:** 10.1186/s13058-021-01468-x

**Published:** 2021-09-27

**Authors:** Anastasia A. Ionkina, Gabriela Balderrama-Gutierrez, Krystian J. Ibanez, Steve Huy D. Phan, Angelique N. Cortez, Ali Mortazavi, Jennifer A. Prescher

**Keywords:** Breast cancer, Tumor heterogeneity, Metastasis, Single-cell RNA sequencing, Organ tropism, MMTV-PyMT model

## Abstract

**Background:**

Cancer metastasis is a complex process involving the spread of malignant cells from a primary tumor to distal organs. Understanding this cascade at a mechanistic level could provide critical new insights into the disease and potentially reveal new avenues for treatment. Transcriptome profiling of spontaneous cancer models is an attractive method to examine the dynamic changes accompanying tumor cell spread. However, such studies are complicated by the underlying heterogeneity of the cell types involved. The purpose of this study was to examine the transcriptomes of metastatic breast cancer cells using the well-established MMTV-PyMT mouse model.

**Methods:**

Organ-derived metastatic cell lines were harvested from 10 female MMTV-PyMT mice. Cancer cells were isolated and sorted based on the expression of CD44^low^/EpCAM^high^ or CD44^high^/EpCAM^high^ surface markers. RNA from each cell line was extracted and sequenced using the NextSeq 500 Illumina platform. Tissue-specific genes were compared across the different metastatic and primary tumor samples. Reads were mapped to the mouse genome using STAR, and gene expression was quantified using RSEM. Single-cell RNA-seq (scRNA-seq) was performed on select samples using the ddSeq platform by BioRad and analyzed using Seurat v3.2.3. Monocle2 was used to infer pseudo-time progression.

**Results:**

Comparison of RNA sequencing data across all cell populations produced distinct gene clusters. Differential gene expression patterns related to CD44 expression, organ tropism, and immunomodulatory signatures were observed. scRNA-seq identified expression profiles based on tissue-dependent niches and clonal heterogeneity. These cohorts of data were narrowed down to identify subsets of genes with high expression and known metastatic propensity. Dot plot analyses further revealed clusters expressing cancer stem cell and cancer dormancy markers. Changes in relevant genes were investigated across pseudo-time and tissue origin using Monocle2. These data revealed transcriptomes that may contribute to sub-clonal evolution and treatment evasion during cancer progression.

**Conclusions:**

We performed a comprehensive transcriptome analysis of tumor heterogeneity and organ tropism during breast cancer metastasis. These data add to our understanding of metastatic progression and highlight targets for breast cancer treatment. These markers could also be used to image the impact of tumor heterogeneity on metastases.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13058-021-01468-x.

## Background

Despite recent advances in treatment and diagnosis, metastatic breast cancer remains a leading cause of death for women worldwide [1]. Cancer metastasis is a complex process involving the spread of malignant cells from a primary tumor to distal organs [2, 3]. Premalignant cells undergo dynamic cellular changes (i.e., epithelial to mesenchymal transition, EMT) to escape the primary tumor [3, 4]. These same cells undergo the reverse process (i.e., mesenchymal to epithelial transition, MET) to colonize metastatic sites [5]. Expression and fluctuations of cell surface markers (e.g., CD44) have long been associated with metastatic progression in breast cancer [4]. However, exactly which cells within a given primary tumor ultimately metastasize—and their final destinations—remains unclear [4–6].

Transcriptome profiling of the dynamic cellular changes during tumorigenesis has the potential to improve our understanding of metastatic disease. Such analyses can reveal biomarkers associated with malignant progression. In one example, bulk RNA-sequencing (RNA-seq) revealed novel molecular pathways and differentially expressed genes (DEGs) associated with distinct stages of breast cancer progression [7]. However, traditional profiling studies are complicated by the underlying heterogeneity of cancer progression. The contribution of distinct cell populations cannot be discerned using bulk RNA-seq alone [8]. Single-cell RNA-seq (scRNA-seq) technology captures the complexity of cellular heterogeneity by mapping transcripts to individual cells [9]. This increase in cellular resolution facilitates the identification of additional molecular pathways and cell specific biomarkers [10, 11].

Examining breast cancer remains challenging owing to a lack of models that capture cellular heterogeneity [12]. The surrounding microenvironment, cancer stem cells (CSCs), and tumor dormancy all contribute to disease progression beyond isolated changes to the malignant cells themselves. These features are difficult to replicate outside of living organisms. Suitable models must take into account the different tissue microenvironments that support cancer niches and resident cancer stem cells during metastatic progression [13–16]. The MMTV-PyMT mouse model, in particular, is a well-established platform to study human breast cancer [17, 18]. However, the variability in different metastatic niches and the contribution of different cancer cell types to disease progression remain unclear. Subclones across breast tumors are frequently identified and monitored using the expression of the cell surface marker CD44 [4–6]. However, this marker is associated with both pro- and anti-tumorigenic outcomes, meaning that CD44 expression alone cannot be used to predict metastatic propensity or other cell behaviors [19–22]. Transcriptome profiling of the MMTV-PyMT cancer model could thus provide more insight into the mechanisms underlying dynamic changes in tumor progression [23].

We aimed to understand the transcriptome changes of organ-derived cancer cell isolates from MMTV-PyMT mice. Although metastatic progression from primary tumors to lung tissue is well studied in the MMTV-PyMT model, metastases to other distal organs and the significance of intratumor heterogeneity remain unclear [24]. To gain insight, we established an array of metastatic cell lines harvested from MMTV-PyMT mice. Differential expression analyses were performed and used to examine the effects of cell heterogeneity on metastases and organ tropism. Correlations were found between CD44 expression and cellular growth markers across all metastatic cells. Data from scRNA-seq analyses further revealed tissue-specific gene expression patterns that mirror clinical data. Overall, the suite of clonal isolates provided a detailed depiction of cancer progression. The cell lines also establish a platform for future studies examining heterogeneity during metastatic disease and elucidating transcriptomic changes relevant to malignancy.

## Methods

### Mammalian cell culture

Unless otherwise stated, cell lines were cultured in DMEM (Corning) supplemented with 10% (vol/vol) fetal bovine serum (FBS, Life Technologies), penicillin (100 U/mL) and streptomycin (100 µg/mL). Cells were maintained in a 5% CO_2_ water-saturated incubator at 37 °C.

### MMTV-PyMT metastatic cell lines as models of breast cancer

Mouse experiments were approved by the UC Irvine Animal Care and Use Committee. Tumor bearing organs were harvested from 10–12-week females FVB/NJ MMTV-PyMT mice (courtesy of the Kessenbrock laboratory, UCI). Samples were processed mechanically and chemically to dissociate tissues into single cell suspensions as previously published [25]. Primary single cell suspensions were enriched for cancer cells over the course of 1-month in vitro by exploiting differences in cellular nutrient requirements and growth. During this time course, primary single cell suspensions were enriched for cancer cells by culturing cell lines in 5% FBS. Cultures were selected for immortalized cancer cells in vitro by passaging the flasks 3 times a week. Differences in cellular adhesion properties between fibroblasts and epithelial cancer cells were also exploited in vitro through 3-min versus 7-min incubations with trypsin (Schor et al., 1979). The month-long process resulted in the enrichment of cancer cell lines prior to FACS sorting.

Primary cell lines were processed for FACS sorting (Institute for Immunology Flow Cytometry Core, UCI) as previously reported [26]. Cancer cells were isolated by EpCAM (BioLegend 118213) and CD44 (BioLegend 103027) cell surface expression levels [27]; isolated cancer cells expressed either CD44^low^/EpCAM^high^ or CD44^high^/EpCAM^high^ cell surface markers. Antibody labeling was performed using manufacturer protocols (BioLegend, USA). Previously sorted MMTV-PyMT MFP-eGFP cell lines (VO) (courtesy of the Kessenbrock laboratory and Lawson laboratory, UCI) were used as positive controls. Fibroblast cell lines (3T3 and MMTV-PyMT-derived fibroblasts, isolated during culturing process above) were used as negative controls during sorting.

### Primary cell line metastatic propensity validation in vivo

MFP-derived cells (100,000 cells/injection) were injected bilaterally under the fourth gland of disease free, 4-week-old FVB/NJ female mice. Control VO-eGFP luciferase-expressing cells were injected as a control to monitor the estimated tumor growth. Palpable primary tumors were detected in all mice within 3–4 weeks post-injection. All animals developed primary tumors. Metastatic cell populations were identified by harvesting and processing the organs as described above via FACS analysis. Cancer cells were isolated using cell surface expression of CD44 and EpCAM. The experiment was performed in 4 different biological replicates.

### PCR analysis

gDNA was isolated from all MMTV-PyMT cell lines and control samples using a Zymo (California, USA) quick-DNA miniprep kit (Cat #: 11-317AC). Ear clippings from PyMT-positive male and female mice (courtesy of the Kessenbrock laboratory, UCI) were used as positive controls. gDNA samples isolated from 4T1 (ATCC CRL-2539) cell lines were used as negative controls. PCR amplification conditions and PyMT antigen detection were completed using the standard Jackson Labs genotyping protocol [28].

### Crystal violet proliferation assay

MMTV-PyMT cell lines were plated (5,000 cells/100 μL) in 96-well plates and incubated for 24 h. Cells were fixed in ice-cold methanol for 30 min. Cells were stained with a solution of 0.05% crystal violet in PBS for 30 min. The samples were then washed three times with PBS to remove excess dye and allowed to dry for 16–24 h. Crystal violet was recovered from cells via treatment with methanol, and the absorbance of the solutions at 595 nm was measured using a Gen5 microplate reader.

### Immunoblotting

Cells were lysed in RIPA buffer containing protease (Thermo Fisher Scientific, Cat #88,265) and phosphatase inhibitors (Sigma, Cat #4,906,845,001). Protein concentrations were measured using a BCA protein assay (Thermo Scientific, Cat #23,223). Samples were prepared in 2X SDS-PAGE loading buffer (containing 4% βME) and heated at 95 °C for 10 min. Samples were then separated on 4–20% polyacrylamide gels (BioRad) and transferred to nitrocellulose membrane (0.2 µm, BioRad). Membranes were incubated with blocking buffer (5% BSA in TBS containing 0.1% Tween-20®, TBST) for 1 h at room temperature. Blots were incubated in primary antibodies (Cell Signaling; 1:1000 dilution in blocking buffer) overnight at 4 °C. Blots were washed three times with TBST and then incubated with IRDye-conjugated secondary antibodies (LI-COR Biosciences; 1:10,000 dilution in blocking buffer) for 1 h at room temperature. Membranes were washed three times with TBST and imaged using a LI-COR Odyssey CLx imaging system.

### Bulk-RNA-seq

For each tissue-derived cell line, total RNA was extracted using the QIAGEN RNeasy kit with 2 replicates per sample. Sample replicates were distinct clonal isolates harvested from different MMTV-PyMT tumor-bearing mice. A modified SMART-seq2 protocol was used to generate cDNA and Nextera XT DNA Sample Prep Kit to build Illumina libraries. Samples were sequenced on a NextSeq500 with a min depth of 10 M reads. Raw reads were aligned to the mm10 genome with STAR [29], and quantification was performed using the GENCODE v21 annotation of the mouse genome using RSEM [30]. Count matrices for differential expression analysis were used as input for EdgeR [31]. An exact test was used for calling differential expressed genes with logFC > 2 and a p value < 0.05. EnrichR and metascape were used for gene ontology analysis.

### Single-cell RNA-seq methods

As with bulk RNA-seq analysis, scRNA-seq was performed on select tissue-derived cell lines with two replicates per sample. Replicates were distinct clonal isolates harvested from different MMTV-PyMT tumor-bearing mice. Cell lines that originated from lung with CD44^high/low^ signatures were identified as the samples with most transcriptional changes and were selected for single-cell analysis, along with a lymph node high sample. Single-cell suspensions from these tissues were used as input for the ddSeq platform and cDNA synthesis and library prep was done following the SureCell™ Whole Transcriptome Analysis 3' Library Prep Kit. The bioinformatic pipeline included Ddseeker [31], a custom demultiplexing script to generate individual fastq, while kallisto [32] was used to quantify the transcripts in our sample using the mm10 and annotation GENCODE v21. Single-cell analysis was done using Seurat v3.2.3 [32]. Cells with more than 250 genes and less than 10% mitochondrial reads were used for the analysis. Monocle2 [32] was used to infer pseudo-time progression. Min. read depth 34 M.

### Data availability

Fastq files for bulk and single-cell datasets as well as their corresponding processed matrices are available in GEO (Accession Number: GSE165393).

## Results

### Generation of breast cancer cell lines to examine tumor heterogeneity and metastatic disease

To gain insight into breast cancer heterogeneity, we derived a suite of tissue-specific metastatic cell lines from MMTV-PyMT mouse tumors (Fig. 1A). Tumors were harvested from the mammary fat pad (MFP) and tissues harboring distal metastases, including lymph nodes (LN), bone marrow (BM), and lungs (L). Samples were processed into single cell suspensions and further expanded. The organ-derived cultures were subjected to conditions that favored cancer cell outgrowth in vitro. Cells were ultimately sorted based on CD44 and EpCAM expression [27] to remove fibroblasts from the samples. CD44 is routinely used as a marker of aggressive metastatic breast cancer [33]. FACS sorting provided two populations: CD44^low^/EpCAM^high^ and CD44^high^/EpCAM^high^ (Additional file 1: Fig. 1A-B). PCR was also used to confirm the presence of the PyMT viral antigen in the cell isolates (Additional file 1: Fig. 1C). For the sorting and PCR assays, an established MMTV-PyMT cancer cell line (VO) and a common fibroblast cell line (3T3) were used as positive and negative controls, respectively. The tumorigenicity and metastatic propensity of the sorted MFP cell line was validated in vivo by injecting cultured cells into wild-type female FVB mice (Additional file 1: Fig. 1B). The presence of metastatic tumors was confirmed by harvesting LN, BM, and lung tissue from the re-injected mice. Single cell suspensions were formed and flow cytometry analysis confirmed the presence of CD44^low^/EpCAM^high^ and CD44^high^/EpCAM^high^ cells in the harvested tissues.

**Fig. 1:**
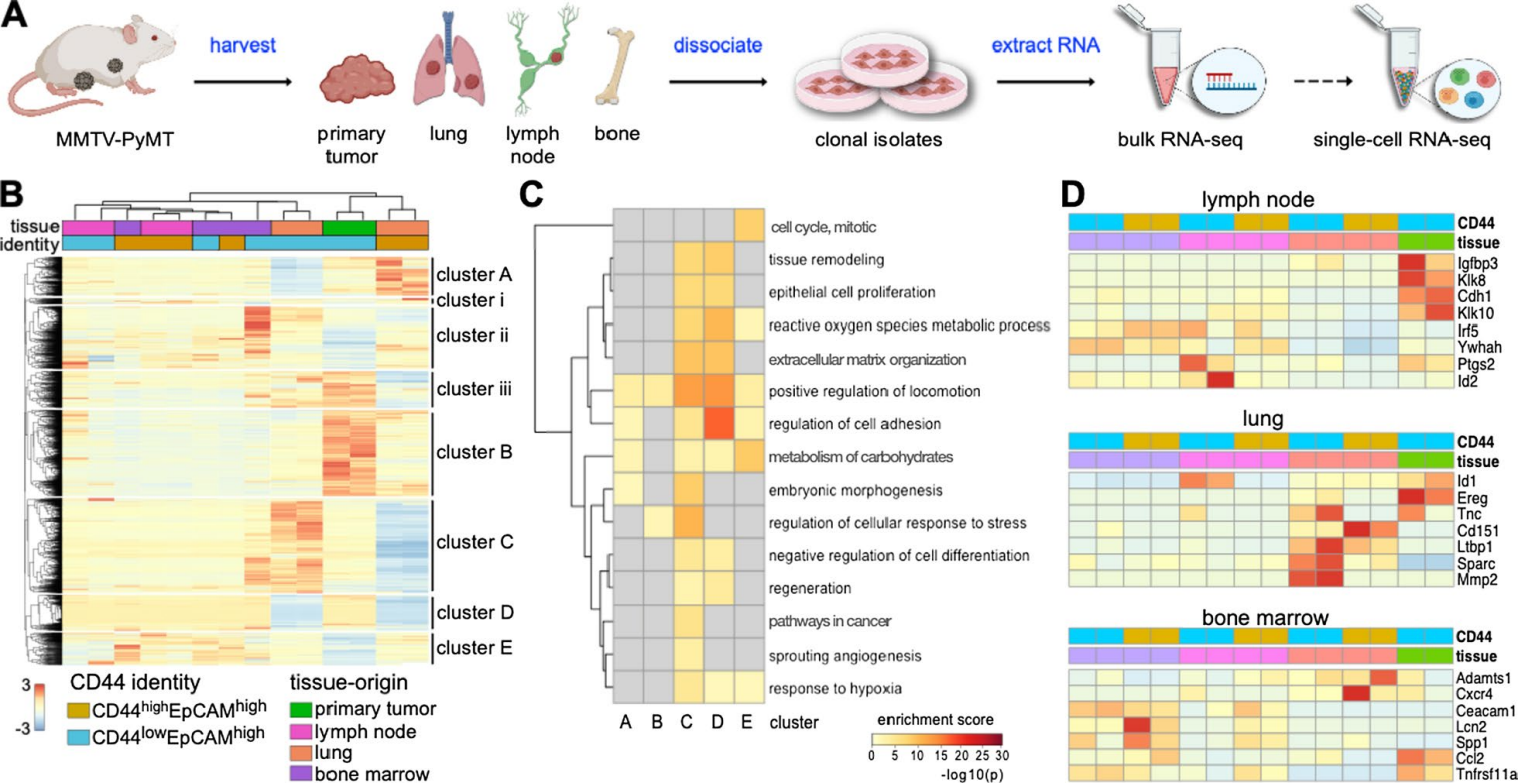
Clonal isolates from MMTV-PyMT breast cancer model exhibit distinct gene expression patterns. **A** Overview of cell isolation procedures and gene expression analyses. Tumors were harvested from mice and single cell suspensions were prepared. Cells were sorted based on CD44 and EpCAM expression. RNA was extracted for transcriptome profiling. Select samples were further analyzed via single-cell RNA-seq. **B** Heat map of DEGs from tissue-specific metastatic cell lines and primary tumor sample. Expression levels for 5509 unique genes are shown. Values were normalized by row, and hierarchical clustering was used to sort the transcripts. Columns were clustered based on the tissue origin and CD44 expression level for each sample. Eight distinct gene clusters were observed, with clusters of interest annotated **A**–**E**. **C** GO-term enrichment analysis of clusters **A**–**E** from (**B**). GO terms were used to identify ontologies and biological processes relevant to cancer metastasis. Terms were also analyzed for signatures specific to the tissue of origin. The heat maps indicate the relative enrichment of the pathways across each cluster (columns). **D** Bulk RNA analysis revealed distinct gene expression patterns relevant to organ tropism. A panel of markers associated with tissue-tropic breast cancer metastases was examined across all samples. Clusters were assigned based on the tissue origin and CD44 expression level for each sample

### Cancer cell lines exhibit distinct gene expression changes relative to metastatic progression

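Bulk RNA-seq covered 14 libraries of cultured cells, with 2 libraries for each of 7 groups: the mammary fat pad (MFP) primary tumor, and CD44 low and CD44 high cells from the lymph node (LN), bone marrow (BM) and lung. The libraries of a group came from separate clonal isolates of different mice. The authors aligned the reads with STAR to mm10, quantified them with RSEM on GENCODE v21, and deposited TPM values for 55450 genes. The methods state a minimum depth of 10 M reads, TPM keeps no record of the reads of each library, and 11508 to 13052 genes per library had at least 1 TPM. For the comparisons, the 15348 genes with at least 1 TPM in at least 2 libraries were kept, and log2(TPM + 1) was fitted with limma as 7 group means, with 7 residual degrees of freedom. A gene was counted as a DEG when its absolute log2 fold change was over 2 and its Benjamini-Hochberg adjusted p was under 0.05. Fold changes are on the log2(TPM + 1) scale, which shrinks the change of genes near 0, and no fold change is given for a gene listed at 0 in both libraries of a group. An exact permutation test of 2 libraries against 2 cannot give a p under 0.333, so the adjusted p-values come from limma. Values of single genes are given for both libraries of a group, replicate 1 first, and positions are those of GENCODE vM21 on mm10.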

We used the tissue-derived cell lines to investigate transcriptional changes that occur during breast cancer metastasis. RNA was extracted from all cell samples, and transcripts for established breast cancer genes were identified (Additional file 1: Fig. 2) [34–36]. Hierarchical clustering was performed on 5,509 DEGs. 

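Of the 15348 genes tested, 4687 were DEGs in at least 1 of 9 comparisons, which set each of the 6 tissue-derived groups against MFP and CD44 high against CD44 low cells within each organ. The alternative that moved this count most was a pseudocount of 0.1 in place of 1, which gave 6820 DEGs. With each library left out in turn, the count ranged from 4326 to 5212. Among all genes tested, 4054 (26.4%) had their highest group mean in lung-derived CD44 low cells, 3667 (23.9%) in MFP and 3208 (20.9%) in lung-derived CD44 high cells.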

Eight distinct gene clusters (A-E; i-iii) were observed, as shown in Fig. 1B. The transcripts were organized based on CD44 expression (CD44^high^/EpCAM^high^ or CD44^low^/EpCAM^high^) and tissue origin (primary tumor, lymph node, lung, or bone marrow). We focused on the five most prominent gene clusters (A-E) relevant to cancer progression for further analysis. Compared to the primary MFP tumor, the tissue-derived samples exhibited distinct upregulated and downregulated genes. 

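Compared to MFP, 318 genes were higher and 417 lower in LN-derived CD44 low cells, and 375 genes were higher and 565 lower in LN-derived CD44 high cells. In BM-derived cells, 612 genes were higher and 487 lower in the CD44 low group, and 558 genes were higher and 619 lower in the CD44 high group. Lung-derived CD44 low cells had 1713 higher and 1170 lower genes, and lung-derived CD44 high cells 832 higher and 1233 lower genes. With TPM divided by the median ratio between libraries, the balance of directions turned in LN-derived CD44 low cells and in LN- and BM-derived CD44 high cells: 360 higher and 328 lower, 511 higher and 361 lower, and 730 higher and 395 lower. Without the first BM CD44 low library, that group had 1781 DEGs in total instead of 1099. In all, 53 genes were higher and 180 lower in all 6 groups, with both counts taken against the same 2 MFP libraries. In 100 simulations with unchanged groups and independent noise, no gene was called the same way in all 6 groups. Such noise makes this outcome likely in advance, and traits particular to the 2 MFP isolates stay open. Among the genes with the largest rises was *RHOX5* (ENSMUSG00000095180.8, chromosome X of mm10 from 37804842 to 37808876), with 0.96 and 0.21 TPM in MFP, 396 to 515 TPM in the 8 LN and BM libraries, and 0 in the 4 lung libraries.

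**Figure D1:**
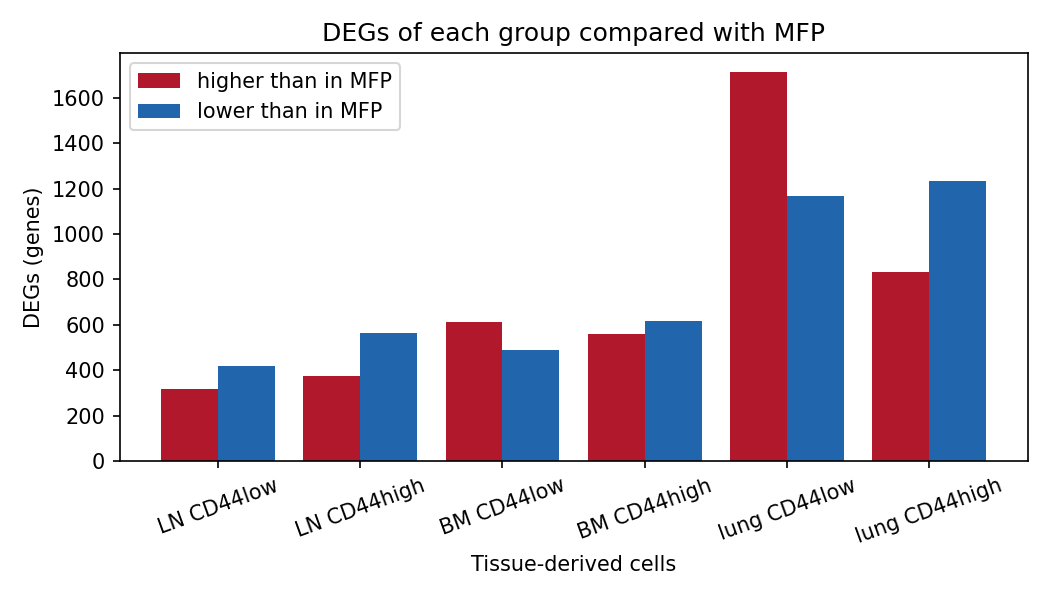
Number of DEGs (genes) of each tissue-derived group compared with MFP, with genes higher than in MFP in red and lower in blue. The tallest bar is the 1713 genes higher in lung-derived CD44 low cells, and the shortest the 318 genes higher in LN-derived CD44 low cells.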

Highly upregulated genes in MFP cells localized to cluster B. Lung-derived samples (CD44^low^ and CD44^high^) shared some similar transcriptomic changes (clusters D, E), but they also showed DEGs unique to their CD44 identity (clusters A, C). 

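In total, 1215 genes were DEGs against MFP in both lung-derived groups and changed in the same direction, and 18 changed in opposite directions. Simulated groups without any change, with independent noise and set against shared MFP libraries, gave a mean of 0.01 such shared genes and at most 1. Traits particular to the MFP isolates were not simulated. A further 832 genes were called in lung-derived CD44 high cells alone and 1650 in lung-derived CD44 low cells alone. The direct comparison of CD44 high with CD44 low lung-derived cells gave 382 genes higher and 1350 lower in CD44 high cells.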

LN and BM samples trended similarly with MFP tumor cells, showing moderate expression of genes in cluster C.

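Across the 15348 genes, Spearman correlations of log2(TPM + 1) between an LN and an MFP library ranged from 0.847 to 0.880, and between a BM and an MFP library from 0.797 to 0.846. Lung and MFP libraries correlated at 0.677 to 0.783, and LN and BM libraries at 0.868 to 0.950. The 7 pairs of libraries of the same group lay between 0.895 and 0.975, lowest for the 2 BM CD44 low libraries. The first of these correlated with the BM CD44 high libraries at 0.951 and 0.945, the second at 0.886 and 0.887. Genes are not independent replicates, so these values describe the libraries and carry no test.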

To understand the biological relevance of the DEGs relevant to each cluster, we performed pathway enrichment analysis. Heat maps of the top 100 significant pathways revealed a multitude of cellular and molecular processes associated with cancer (Additional file 1: Fig. 3, Additional file 2). Pathways specifically relevant to cancer metastasis are shown in Fig. 1C, along with the corresponding enrichment score for each cluster. The upregulated genes for CD44^low^/EpCAM^high^ lung-derived cells in cluster C correlated with embryonic morphogenesis and hypoxia response pathways. Both of these pathways are critical to cancer cell growth in hostile environments [37, 38]. Some of the specific transcripts observed included those from the well-established cancer survival genes *ALDH1A1, SURVIVIN, XIAP, HSPG2, BCL9,* and *SOX4* [39, 40]. 

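*ALDH1A1* (ENSMUSG00000053279.8, chromosome 19 of mm10 from 20492715 to 20643465) had 610.2 and 601 TPM in the lung-derived CD44 low libraries and 0 and 0.34 TPM in MFP, a log2 fold change of 9.03 (standard error 0.74, adjusted p = 6.68e-06). *HSPG2* (ENSMUSG00000028763.17, chromosome 4 of mm10 from 137468769 to 137570630) had 14.9 and 26.4 TPM in lung-derived CD44 low cells against 2.95 and 1.6 TPM in MFP, and *SOX4* (ENSMUSG00000076431.4, chromosome 13 of mm10 from 28948919 to 28953713) had 91.6 and 129 against 9.42 and 7.13 TPM. Their log2 fold changes were 2.71 (standard error 0.54, adjusted p = 0.00266) and 3.58 (standard error 0.82, adjusted p = 0.00578). *XIAP* and *BCL9* rose by 3.41 and 4.50 on the log2 scale, with *XIAP* at 3.26 and no longer called without the second lung CD44 low library. Survivin, encoded by *BIRC5* (ENSMUSG00000017716.15, chromosome 11 of mm10 from 117849251 to 117855743), went the other way, with 1.67 and 3.23 TPM against 161 and 146 TPM in MFP and a log2 fold change of -5.52 (standard error 0.94, adjusted p = 0.00105). Of these 6 genes, 5 were called higher and 1 lower in lung-derived CD44 low cells over all genes tested, and 5 higher with p adjusted over the list alone. The study chose such lists on these samples, so a count over a list is not independent evidence.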

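In lung-derived CD44 high cells, *ALDH1A1* had 1.99 and 20.9 TPM, a log2 fold change of -6.23 (standard error 0.74, adjusted p = 0.000153) against lung-derived CD44 low cells and 2.81 against MFP. The rise over MFP rested on the second CD44 high library, and without it was 1.37 on the log2 scale. *HSPG2* and *SOX4* differed between the CD44 high and CD44 low cells by -4.19 (standard error 0.54, adjusted p = 0.000267) and -3.72 (standard error 0.82, adjusted p = 0.00731), and *SOX4* was not called when the second library of either group was left out. *XIAP* had 26.5 and 18.6 TPM in CD44 high against 37.9 and 47 TPM in CD44 low cells, and *BCL9* 31.0 and 20.8 against 42.8 and 44.2 TPM, with log2 fold changes of -0.90 (standard error 0.86, adjusted p = 0.488) and -0.75 (standard error 0.68, adjusted p = 0.457). Against MFP, *XIAP* and *BCL9* were higher in CD44 high cells too, by 2.51 and 3.75, although *XIAP* was called in only 2 of 14 fits that each left out 1 library. *BIRC5* had 0.45 and 8.88 TPM in CD44 high cells, and its log2 difference from CD44 low cells was 0.17 (standard error 0.94, adjusted p = 0.951). Of the 6 genes, 3 were called lower in CD44 high than in CD44 low cells, over all genes and adjusted over the list alone.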

Interestingly, these same genes were downregulated in CD44^high^/EpCAM^high^ lung-derived cells (Additional file 2). 

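*MMP2* (ENSMUSG00000031740.8, chromosome 8 of mm10 from 92827291 to 92853420) had 0.47 and 1.27 TPM in lung-derived CD44 high cells and 340.4 and 369 TPM in lung-derived CD44 low cells, a log2 fold change of -7.60 (standard error 0.27, adjusted p = 2.4e-08). *HOXA7* (from 36.1 and 33.7 to 0.55 and 0.68 TPM) and *THBS1* (from 3398 and 5389 to 473 and 373 TPM) were called lower in CD44 high than in CD44 low cells as well. *TNFRSF14*, also called lower, had 7.02 and 7.68 TPM in CD44 low cells and was listed at 0 in both CD44 high libraries. *TGFB2* (ENSMUSG00000039239.14, chromosome 1 of mm10 from 186622792 to 186705989) had 7.92 and 10.3 TPM in CD44 high, 30.5 and 44.1 TPM in CD44 low and 0.94 and 1.62 TPM in MFP, a log2 fold change of 2.16 (standard error 0.30, adjusted p = 0.000375) between CD44 high cells and MFP. The rise of *TGFB2* over MFP was 1.94, below the threshold, without the first MFP library. *DDR1* had 162 and 96.2 TPM in CD44 high cells and 245 and 255 TPM in CD44 low cells (adjusted p = 0.293). None of these 6 genes was higher in CD44 high than in CD44 low lung-derived cells.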

Cluster A was enriched in regulatory pathways associated with cell adhesion, correlating with the expression of *DDR1, HOXA7, MMP2, THBS1, TNFRSF14,* and *TGFB2* [41, 42]. 

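*PDGFA* (ENSMUSG00000025856.15, chromosome 5 of mm10 from 138976014 to 138997370) had 39.5 and 57.0 TPM in lung-derived CD44 high cells and was highest in MFP, with 145 and 122 TPM, a log2 fold change of -1.47 (standard error 0.34, adjusted p = 0.00715). *ITGAV* and *ITGB1BP1* differed from MFP by -0.33 and 0.01 on the log2 scale, with adjusted p = 0.686 and adjusted p = 1. These 3 genes all had a higher mean in CD44 high than in CD44 low cells, and none of these differences was called.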

Cluster A was also enriched in pathways associated with cellular locomotion, corroborated by the expression of *SERPINE1, PDGFA, ITGAV,* and *ITGB1BP1* [43, 44]. Both sets of upregulated genes were observed in CD44^high^/EpCAM^high^ lung-derived cells, but not MFP-derived or CD44^low^/EpCAM^high^ lung-derived cells. 

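*PFKFB3* (ENSMUSG00000026773.19, chromosome 2 of mm10 from 11471433 to 11554077) had 6.29 and 2.79 TPM in lung-derived CD44 high cells, 14.7 and 11.2 TPM in CD44 low cells and 6.83 and 5.74 TPM in MFP, with log2 fold changes against MFP of -0.47 (standard error 0.58, adjusted p = 0.592) and 0.93 (standard error 0.58, adjusted p = 0.222). *SDC3* (ENSMUSG00000025743.14, chromosome 4 of mm10 from 130792537 to 130826319) had 23.1 and 34.5 TPM in CD44 low cells and 13.1 and 6.11 TPM in MFP, but 0.94 and 0.39 TPM in CD44 high cells, a log2 fold change of -2.61 (standard error 0.79, adjusted p = 0.0271) against MFP that was not called in 3 of 14 fits without 1 library. The highest single *SDC3* value was 139 TPM, in the second BM CD44 low library. *GPC3* was listed at 0 in 13 of the 14 libraries and at 0.1 TPM in the second lung CD44 high library, so it was not tested.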

CD44^high^/EpCAM^high^ lung-derived cells also exhibited upregulated carbohydrate metabolism genes, pathways enriched in clusters A and E. Cluster E also correlated with other upregulated metabolic genes (*PFKFB3, SDC3,* and *GPC3*) in both lung-derived cell lines. These same genes were downregulated in the MFP cells [45, 46].

Metastatic breast cancer cells are known to preferentially colonize specific organs, a process known as organotropism [47]. The cross-talk between metastatic cells and the distal microenvironment leads to the formation of the pre-metastatic niche, which can influence cancer cell homing [48, 49]. We examined whether the clonal isolates recapitulated features of organotropic metastases to lymph nodes, lung, and bone (Fig. 1D). Gratifyingly, we identified gene expression patterns that differed among the metastatic cell types based on their tissue of origin. 

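In the panel of Fig. 1D, 5 of 7 tested genes listed for lung had their highest group mean in a lung-derived group, against 47.3% of all genes tested. For LN this held for 2 of 7 tested genes, against 10.9% of all genes, and for BM for 3 of 6, against 17.9%. After division by the median ratio between libraries, the LN and BM counts were 3 and 4, against 17.7% and 21.6% of all genes.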

LN-derived cells lines expressed genes relevant to metastatic lymphatic niches (e.g., *IRF5, YWHAH, PTGS2,* Fig. 1D) [50–55]. 

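*IRF5* (ENSMUSG00000029771.12, chromosome 6 of mm10 from 29526625 to 29541871) had 2.43 and 0.66 TPM in LN-derived CD44 low cells, 1.96 and 0.49 TPM in LN-derived CD44 high cells and 0.58 and 0.25 TPM in MFP. *YWHAH* (ENSMUSG00000018965.11, chromosome 5 of mm10 from 33018816 to 33027966) had 234 and 134 TPM in LN-derived CD44 low, 269.9 and 295 TPM in LN-derived CD44 high and 191 and 160.4 TPM in MFP libraries, and was highest in BM-derived CD44 low cells, at 326 and 328 TPM. *PTGS2* (ENSMUSG00000032487.8, chromosome 1 of mm10 from 150100031 to 150108227) had 402 and 238 TPM in LN-derived CD44 low cells, 60.6 and 92.3 TPM in LN-derived CD44 high cells and 267 and 198 TPM in MFP. The log2 fold changes of *PTGS2* against MFP were 0.43 (standard error 0.31, adjusted p = 0.447) in CD44 low and -1.61 (standard error 0.31, adjusted p = 0.00506) in CD44 high cells. None of the 3 genes was called higher than MFP in either LN group.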

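*CDH1* (ENSMUSG00000000303.12, chromosome 8 of mm10 from 106603351 to 106670246) had 139 and 159 TPM in MFP, 29.9 and 18.7 TPM in LN-derived CD44 low cells and 34.0 and 41.8 TPM in LN-derived CD44 high cells. Against MFP, this was a log2 fold change of -2.60 (standard error 0.32, adjusted p = 0.000441) in CD44 low cells and -1.95 (standard error 0.32, adjusted p = 0.00206) in CD44 high cells. The CD44 high change was called in 2 of 14 fits that left out 1 library, at -2.09 without the second LN CD44 high library. *IGFBP3* was listed at 0 in all 4 LN libraries and had 1.66 and 0.82 TPM in MFP, too low to be tested.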

MFP-associated genes (*CDH1* and *IGFBP3* [50–55]) were also observed in the LN-derived lines, albeit to a lesser extent. 

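*SPARC* (ENSMUSG00000018593.13, chromosome 11 of mm10 from 55394500 to 55423183) had 1.39 and 0.42 TPM in MFP, 1977 and 2242 TPM in lung-derived CD44 low cells and 762 and 1126 TPM in lung-derived CD44 high cells. *LTBP1* (ENSMUSG00000001870.16, chromosome 17 of mm10 from 75005568 to 75392512) rose against MFP by 3.36 (standard error 0.81, adjusted p = 0.00897) in CD44 high and 3.85 (standard error 0.81, adjusted p = 0.00354) in CD44 low cells, and *CD151* (ENSMUSG00000025510.14, chromosome 7 of mm10 from 141467392 to 141471473) by 3.82 (standard error 0.40, adjusted p = 6.89e-05) and 2.46 (standard error 0.40, adjusted p = 0.000836). The *LTBP1* rise in CD44 high cells stayed at 3.16 or more but was not called in 2 of the 14 fits that each left out 1 library. *MMP2* was listed at 0 in both MFP libraries. *ID1* (ENSMUSG00000042745.9, chromosome 2 of mm10 from 152736251 to 152737410) was lower than MFP in both lung-derived groups, at 219.5 and 206 TPM in CD44 high, 175 and 207 TPM in CD44 low and 333 and 440.1 TPM in MFP, with a log2 fold change of -0.85 (standard error 0.24, adjusted p = 0.0183) in CD44 high cells.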

In the case of the lung-derived cells, lung-tropic genes (e.g., *SPARC, MMP2, LTBP1, ID1*, and *CD151*) associated with high metastatic propensities [50–55] were upregulated. *EREG*, a marker expressed by cells in the mammary gland [50–55], was downregulated in the lung-derived cells. 

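*EREG* (ENSMUSG00000029377.5, chromosome 5 of mm10 from 91074622 to 91093646) had 60.7 and 46.0 TPM in MFP, 8.67 and 19.5 TPM in lung-derived CD44 low cells and 0 and 0.05 TPM in lung-derived CD44 high cells. Its log2 fold change against MFP was -5.72 (standard error 0.32, adjusted p = 9.99e-07) in CD44 high cells and -1.94 (standard error 0.32, adjusted p = 0.000899) in CD44 low cells. The CD44 low value was just short of the threshold, and passed it with a pseudocount of 0.1, at -2.01. *EREG* was also listed at 0 in 7 of the 8 LN and BM libraries and at 0.03 TPM in the other.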

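*CEACAM1* (ENSMUSG00000074272.10, chromosome 7 of mm10 from 25461707 to 25477603) had 51.8 and 57.9 TPM in BM-derived CD44 low cells, 47.1 and 41.9 TPM in BM-derived CD44 high cells and 0.23 and 0.29 TPM in MFP, with log2 fold changes of 5.47 (standard error 0.72, adjusted p = 0.000509) and 5.17 (standard error 0.72, adjusted p = 0.000663). *LCN2* (ENSMUSG00000026822.14, chromosome 2 of mm10 from 32384633 to 32388252) had 2734 and 2609 TPM in CD44 low and 12527 and 6172 TPM in CD44 high cells, while its MFP libraries stood apart at 356 and 36.7 TPM. The *LCN2* log2 fold changes were 4.53 (standard error 1.04, adjusted p = 0.0115) and 6.24 (standard error 1.04, adjusted p = 0.0019), and the CD44 low change was not called without the second MFP library, at 2.90. LN-derived CD44 high cells had 52.8 and 27.4 TPM of *CEACAM1* and 3753 and 2686 TPM of *LCN2*, also above MFP.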

BM-derived cells expressed genes associated with BM metastases, including *CEACAM1* and *LCN2* [50–55]. 

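*CCL2* (ENSMUSG00000035385.5, chromosome 11 of mm10 from 82035571 to 82037453) had 56.3 and 61.9 TPM in BM-derived CD44 low cells and 101 and 196 TPM in BM-derived CD44 high cells, both below the 279.8 and 219.6 TPM of MFP. The log2 fold change was -2.05 (standard error 0.52, adjusted p = 0.0183) in CD44 low cells, short of the threshold after median-ratio scaling at -1.76 and in 4 of 14 fits without 1 library, and -0.81 (standard error 0.52, adjusted p = 0.282) in CD44 high cells. *ADAMTS1* (ENSMUSG00000022893.14, chromosome 16 of mm10 from 85793827 to 85803113) had 23.4 and 48.7 TPM in BM-derived CD44 low and 11.7 and 15.8 TPM in BM-derived CD44 high cells, and its MFP libraries differed, at 77.1 and 19.2 TPM. *CXCR4* was listed at 0 in all 4 BM libraries.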

Expression of *CCL2, ADAMST1*, and *CXCR4* was also observed in BM-derived cells albeit to a lesser extent. The expression of a select set of markers was further confirmed by Western blot analysis (Additional file 1: Fig. 4). Collectively, these transcriptome changes could contribute to sub-clonal evolution during cancer progression across the different metastatic niches.

We also compared the gene expression changes among the metastatic cells and to those from the primary tumor. Overall, we observed that samples derived from organs further away from the primary tumors had greater numbers of DEGs, regardless of the CD44 designation (Additional files 3–8). Lung-derived samples exhibited the most DEGs (4,411 genes in total) compared to cells derived from the lymph node (1753 genes in total) or bone marrow (2,985 genes in total, Additional file 1: Fig. 5). 

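In either CD44 high or CD44 low cells, 3715 genes were DEGs against MFP in lung-derived, 1393 in BM-derived and 1075 in LN-derived cells. A pseudocount of 0.1 moved these totals most, to 5374, 2546 and 2123. Without the first BM CD44 low library, the BM total was 2147. Leaving out any 1 of the 14 libraries gave 3452 to 3846 DEGs for lung and 986 to 1242 for LN.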

Volcano plots of DEGs from each tissue-derived metastatic cell line (CD44^high/low^/EpCAM^high^) compared to the primary tumor sample revealed genes involved in metastatic progression (Additional file 1: Fig. 6 and Additional files 3–8). 

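Among genes with both libraries of a group above or below both of MFP, the largest rise in lung-derived CD44 low cells was that of *BGN* (ENSMUSG00000031375.17), from a listed 0 in MFP to 7905 and 9601 TPM. The largest fall in every group but LN-derived CD44 low cells was that of *PRL2C3* (ENSMUSG00000056457.6, chromosome 13 of mm10 from 12790816 to 12800079), a near-identical paralog of *PRL2C2* whose reads are hard to assign, with 18129 and 13372 TPM in MFP. The largest rise in lung-derived CD44 high cells, *AY036118*, overlaps ribosomal RNA and differed between its libraries, at 10368 and 502 TPM. Next came *CCN5* (ENSMUSG00000027656.7, chromosome 2 of mm10 from 163820861 to 163833146), with 2456 and 2276 TPM in lung-derived CD44 high cells and 0.3 and 1.32 TPM in MFP, a log2 fold change of 10.41 (standard error 0.36, adjusted p = 7.81e-08).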

Interestingly, some of the greatest differential expressions observed involved organotropism-associated genes (*MMP2* and *EREG*) identified in Fig. 1D.

We aimed to further characterize the metastatic cell lines via GO-term enrichment analysis. To this end, we examined gene expression changes relevant to metastatic progression, epithelial-to-mesenchymal transition (EMT), cellular proliferation, and cell cycle control (Fig. 2). 

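*CLDN7* (ENSMUSG00000018569.12, chromosome 11 of mm10 from 69964779 to 69967885) had 428 and 322 TPM in MFP and at most 0.65 TPM in each of the other 12 libraries. *KRT14* (ENSMUSG00000045545.8, chromosome 11 of mm10 from 100203162 to 100207548) had 594 and 655 TPM in MFP, 12.6 and 28.8 TPM in LN-derived CD44 low and 62.4 and 57.1 TPM in LN-derived CD44 high cells, and was listed at 0 in all 4 lung libraries. *KRT8* (ENSMUSG00000049382.10, chromosome 15 of mm10 from 101996698 to 102004482) had 2966 and 2631 TPM in MFP, and *CLDN3* (ENSMUSG00000070473.4, chromosome 5 of mm10 from 134986214 to 134987472) 984 and 958 TPM. *EMP1* had 89.2 and 80.7 TPM in MFP.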

In the case of metastatic progression, we observed that MFP samples expressed high levels of classical markers associated with pre-metastatic lesions (e.g., *EREG, KRT14, CLDN7, KRT8, EMP1,* and *CLDN3,* Fig. 2A) [48, 49]. These markers were decreased in cells from distal metastatic sites (e.g., LN- and lung-derived cells). 

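All 6 markers had a lower mean in both LN-derived and both lung-derived groups than in MFP. *EREG*, *KRT14* and *CLDN7* were called lower in both LN groups, over all genes and adjusted over the list alone. *KRT8* had 756 and 1564 TPM in LN-derived CD44 low and 1624 and 1505 TPM in LN-derived CD44 high cells, log2 fold changes of -1.36 (standard error 0.72, adjusted p = 0.273) and -0.84 (standard error 0.72, adjusted p = 0.454) against MFP. For *CLDN3* the LN changes were -0.67 and -0.27, and for *EMP1* -1.08 and -1.10. The *CLDN3* change in LN-derived CD44 high cells turned to 0.28 after median-ratio scaling. In the lung, *KRT8* was listed at 0 in both CD44 low libraries and at 5.26 and 27.8 TPM in CD44 high cells, and *CLDN3* was listed at 0 in both CD44 high libraries and at 0.1 and 0.16 TPM in CD44 low cells. Lung-derived CD44 high cells had all 6 markers called lower than MFP, and lung-derived CD44 low cells all but *EREG*.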

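*VIM* (ENSMUSG00000026728.9, chromosome 2 of mm10 from 13573927 to 13582826) had 33.5 and 14.5 TPM in MFP, 297 and 400.4 TPM in LN-derived CD44 low cells and 364 and 384 TPM in LN-derived CD44 high cells. These were log2 fold changes of 3.90 (standard error 0.37, adjusted p = 7.41e-05) and 4.02 (standard error 0.37, adjusted p = 5.69e-05), and the lung-derived groups changed by 5.63 (standard error 0.37, adjusted p = 1.18e-06) in CD44 low and 6.38 (standard error 0.37, adjusted p = 1.13e-06) in CD44 high cells. *TGFB3* (ENSMUSG00000021253.7, chromosome 12 of mm10 from 86056745 to 86079041) rose from 0.37 and 0.06 TPM to 42.1 and 28 TPM in LN-derived CD44 low and 19.3 and 15.0 TPM in LN-derived CD44 high cells. *CCN5* and *SPARC* were called higher than MFP in both LN groups too, with *CCN5* at 33.7 and 35.3 TPM in CD44 low and 42.3 and 51.3 TPM in CD44 high cells. *ZEB1* (ENSMUSG00000024238.15, chromosome 18 of mm10 from 5591860 to 5775467) had 0.61 and 0.2 TPM in MFP and log2 fold changes of 2.08 (standard error 0.47, adjusted p = 0.0155) in LN-derived CD44 low and 1.00 (standard error 0.47, adjusted p = 0.158) in LN-derived CD44 high cells. The *ZEB1* rise in LN-derived CD44 low cells was not called in 3 of 14 fits without 1 library, with a lowest value of 1.87. In lung-derived cells all 5 genes were called higher than MFP in both groups.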

LN- and lung-derived cells, by contrast, exhibited upregulated levels of mesenchymal markers (e.g., *CCN5, ZEB1, VIM, SPARC*, and *TGFB3*) [13, 56–59]. Expression levels were highest in CD44^high^/EpCAM^high^ lung-derived cells. 

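The mean of *VIM*, *CCN5* and *TGFB3* was higher in lung-derived CD44 high than CD44 low cells, with log2 differences of 0.75 (standard error 0.37, adjusted p = 0.155), 0.54 (standard error 0.36, adjusted p = 0.301) and 1.60 (standard error 0.27, adjusted p = 0.00164). *TGFB3* had 142 and 125 TPM in CD44 high and 40.0 and 46.7 TPM in CD44 low cells. *SPARC* was lower in CD44 high cells, by -1.18 (standard error 0.38, adjusted p = 0.0381), and *ZEB1* showed no difference, at -0.01 (standard error 0.47, adjusted p = 1). None of the 5 differences passed both thresholds for a DEG.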

Lung-derived cell lines also showed increased expression of well-established EMT markers (*SNAI1/2* and *CD63*) [56] and markers associated with poor prognosis in patients (*FOXC1*, *AEBP1, SDC4*, and *IDH1*, Fig. 2B) [52, 60]. 

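*SNAI1* (ENSMUSG00000042821.7, chromosome 2 of mm10 from 167538195 to 167542814) had 58.4 and 50.6 TPM in lung-derived CD44 low cells, 0 and 0.07 TPM in lung-derived CD44 high cells and 9.67 and 3.44 TPM in MFP. The log2 fold changes against MFP were 3.01 (standard error 0.44, adjusted p = 0.000397) and -2.73 (standard error 0.44, adjusted p = 0.000967). *SNAI2* (ENSMUSG00000022676.7, chromosome 16 of mm10 from 14705852 to 14709385) rose by 2.64 (standard error 0.45, adjusted p = 0.00101) in CD44 low cells and changed by 0.18 (standard error 0.45, adjusted p = 0.818) in CD44 high cells, and *CD63* (ENSMUSG00000025351.14, chromosome 10 of mm10 from 128900989 to 128912822) by 0.54 (standard error 0.31, adjusted p = 0.182) and 0.89 (standard error 0.31, adjusted p = 0.0452). *AEBP1* (ENSMUSG00000020473.13, chromosome 11 of mm10 from 5861947 to 5872088) rose in both, to 459 and 638 TPM in CD44 low and 1589.7 and 1174 TPM in CD44 high cells from 34.5 and 22.8 TPM. *FOXC1* (ENSMUSG00000050295.4, chromosome 13 of mm10 from 31806633 to 31812476) had at most 6.56 TPM in a lung library, and its rises of 1.94 and 1.84 were called only with a pseudocount of 0.1, at 3.07 and 2.96, or in 2 of 14 fits without 1 library. *SDC4* and *IDH1* rose by 1.74 and 1.82 in CD44 high cells, below the threshold of 2.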

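Between lung-derived CD44 high and CD44 low cells, the log2 difference was -5.74 (standard error 0.44, adjusted p = 5.94e-06) for *SNAI1*, -2.45 (standard error 0.45, adjusted p = 0.00242) for *SNAI2* and 0.35 (standard error 0.31, adjusted p = 0.442) for *CD63*. *CD63* had 2017 and 1922 TPM in CD44 low and 2141 and 2943 TPM in CD44 high cells. *AEBP1*, *SDC4* and *IDH1* were higher in CD44 high cells by 1.33 (standard error 0.38, adjusted p = 0.0235), 1.41 (standard error 0.39, adjusted p = 0.0208) and 0.92 (standard error 0.34, adjusted p = 0.0645), none of them called. *FOXC1* had 3.25 and 6.56 TPM in CD44 low and 5.94 and 3.06 TPM in CD44 high cells, a log2 difference of -0.09.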

Interestingly, *SNAI1/2* and *CD63* expression were highest in CD44^low^/EpCAM^high^ lung-derived cells, while the poor prognosis indicators listed were higher in CD44^high^/EpCAM^high^ lung-derived cells. The upregulation of mesenchymal markers and downregulation of epithelial markers in lung-derived cells are indicative of cellular de-differentiation [52, 60–62], suggesting that the lung-derived cells recapitulate EMT.

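Of a list of 10 epithelial genes, 9 had at least 1 TPM in both MFP libraries, 2 in lung-derived CD44 high and 1 in lung-derived CD44 low cells. Of these genes, 5 are also in panels of the study. *EPCAM* (ENSMUSG00000045394.9, chromosome 17 of mm10 from 87635979 to 87651129), whose protein was used to sort the cells, had 836 and 725 TPM in MFP and 0.23 and 0.86 TPM in lung-derived CD44 high cells, and was listed at 0 in both lung-derived CD44 low libraries. *CDH1* was listed at 0 in 3 of the 4 lung libraries and at 0.03 TPM in the other. *ZEB1* had 46.1 and 50.0 TPM in lung-derived CD44 low and 58.6 and 38.6 TPM in CD44 high cells, and *VIM* 1086 and 1215 TPM in CD44 low and 1628 and 2294 TPM in CD44 high cells. The 10 genes of a list of fibroblast markers were all at 1 TPM or more in both lung-derived CD44 low libraries, 4 of them in lung-derived CD44 high and 0 in MFP. From the rise of mesenchymal and the fall of epithelial markers, which it reads as cellular de-differentiation, the paper proposes that the lung-derived cells recapitulate EMT.

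**Figure D2:**
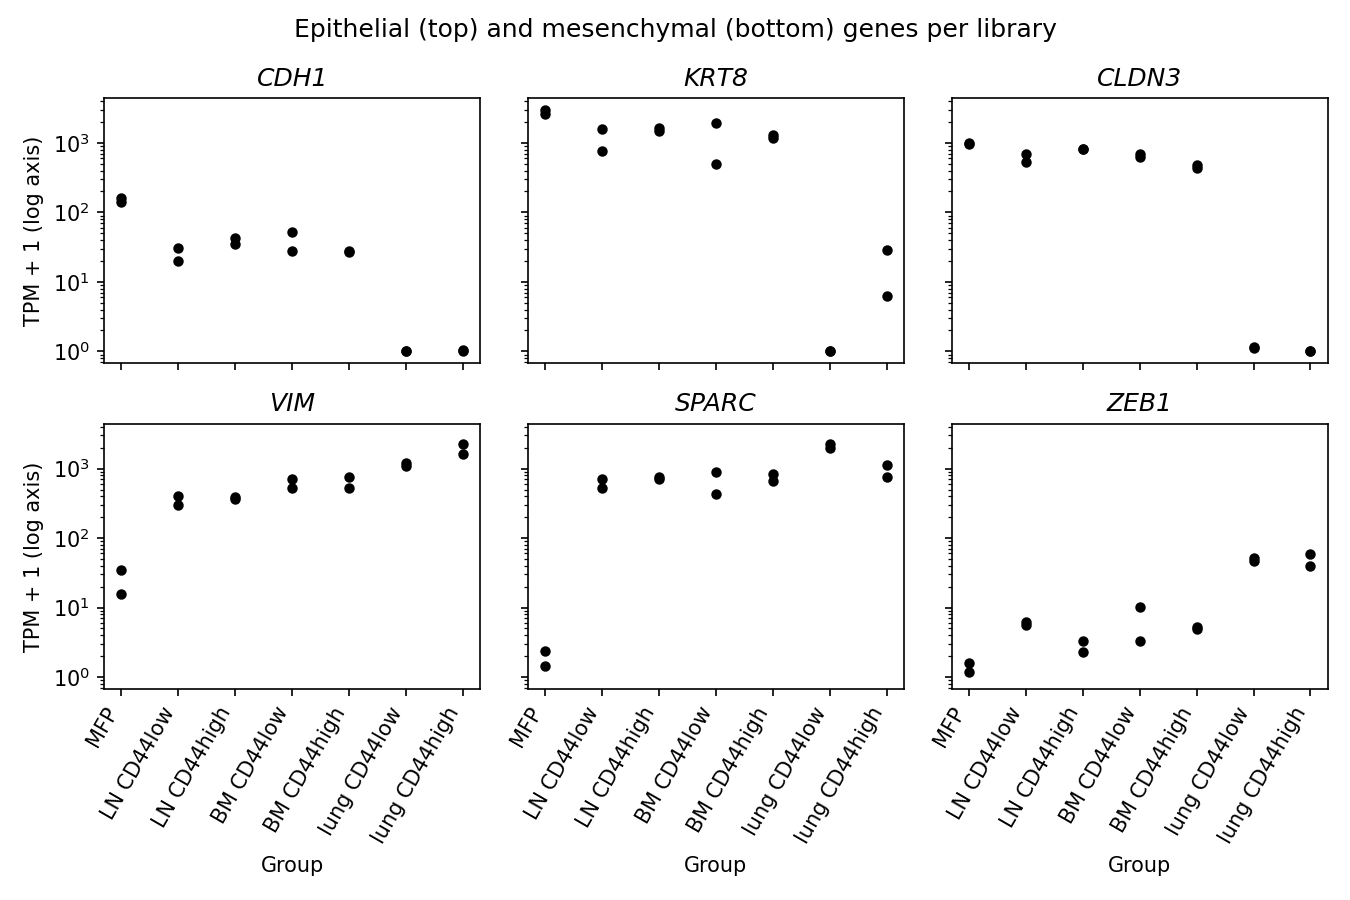
TPM + 1 on a log axis for 3 epithelial genes (top) and 3 mesenchymal genes (bottom), with 1 point per library for each of the 7 groups. The 4 lung libraries have the lowest values of the epithelial genes, and the MFP libraries the lowest of the mesenchymal genes, with *SPARC* at 1.39 and 0.42 TPM.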

**Fig. 2:**
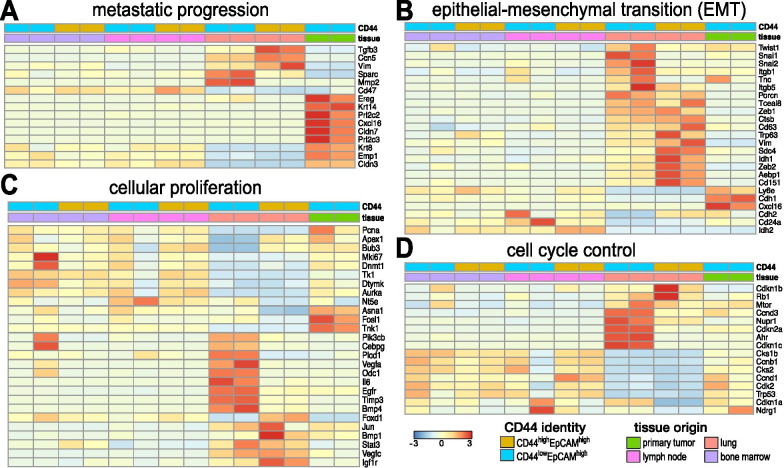
Cancer cell lines exhibit distinct gene expression patterns relative to metastatic disease progression. Bulk RNA analysis revealed differential gene expression patterns relevant to **A** metastatic progression, **B** epithelial–mesenchymal transition (EMT), **C** cellular proliferation, and **D** cell cycle control among the tissue-derived isolates and primary tumor. Columns were clustered based on CD44 expression and tissue origin as indicated. Select genes relevant to metastatic progression are displayed in the heat map

EMT typically correlates with changes in cell proliferation and dysregulation of cell cycle control during cancer progression. These trends were apparent in the gene expression profiles for both CD44^high^ and CD44^low^ cells (Fig. 2C, D). 

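Of the 27 genes of Fig. 2C, 13 had a higher and 14 a lower mean in lung-derived CD44 high cells than in MFP, with 3 and 7 called. In lung-derived CD44 low cells 15 were higher and 12 lower, with 8 and 6 called. Between CD44 high and CD44 low lung-derived cells, 0 genes were called higher in CD44 high and 8 higher in CD44 low cells, or 9 adjusted over the list alone. *MKI67* (ENSMUSG00000031004.8, chromosome 7 of mm10 from 135689784 to 135716361) had 8.01 and 6.69 TPM in MFP, 0.13 and 0.28 TPM in lung-derived CD44 low and 0.05 and 1.24 TPM in lung-derived CD44 high cells. *AURKA* (ENSMUSG00000027496.15, chromosome 2 of mm10 from 172356190 to 172370535) had log2 fold changes against MFP of -4.50 in CD44 low and -4.31 in CD44 high cells, and *PCNA* -2.63 and -2.43, all called. The CD44 high and CD44 low lung-derived cells differed in *MKI67* by 0.35 (standard error 0.81, adjusted p = 0.817).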

As expected, the highly proliferative lung-derived CD44^high^ cells expressed low levels of growth arrest genes *CDKN1A* and *CDKN2A* (Fig. 2D) [37, 38]. 

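*CDKN1A* (ENSMUSG00000023067.14, chromosome 17 of mm10 from 29090976 to 29100727) had 14.1 and 24.9 TPM in lung-derived CD44 high cells and 325 and 226 TPM in MFP, a log2 fold change of -3.78 (standard error 0.45, adjusted p = 0.000141). *CDKN2A* (ENSMUSG00000044303.6, chromosome 4 of mm10 from 89274471 to 89294653) had 0.65 and 0.28 TPM in lung-derived CD44 high cells and 1.27 and 0.98 TPM in MFP, and was listed at 0 in all 8 LN and BM libraries.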

Interestingly, we observed a stark difference in gene expression for lung-derived CD44^low^ cells. 

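In lung-derived CD44 low cells, *CDKN1A* had 345 and 351 TPM, a log2 fold change of -4.14 (standard error 0.45, adjusted p = 7.61e-05) for CD44 high against CD44 low cells and of 0.36 (standard error 0.45, adjusted p = 0.557) for CD44 low cells against MFP. *CDKN2A* had 4.57 and 4.43 TPM, with log2 fold changes of -1.92 (standard error 0.17, adjusted p = 1.43e-05) and 1.38 (standard error 0.17, adjusted p = 0.000108) in the same comparisons. The difference in *CDKN2A* between CD44 high and CD44 low cells passed the threshold with a pseudocount of 0.1, at -3.11.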

Although these cells expressed genes relevant to cellular proliferation and angiogenesis, they exhibited upregulated levels of the growth arrest genes (Fig. 2D). Growth arrest signals could dampen the expression of other genes that are master regulators of downstream cell function. One such gene, mTOR, was expressed in the lung-derived CD44^low^ cells. The levels of mTOR were comparable to expression in CD44^high^ cells. 

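*MTOR* (ENSMUSG00000028991.15, chromosome 4 of mm10 from 148448611 to 148557683) had 16.8 and 24.9 TPM in lung-derived CD44 low and 19.4 and 13.7 TPM in lung-derived CD44 high cells, a log2 difference of -0.31 (standard error 0.49, adjusted p = 0.706), smaller than the spread between libraries. MFP had 15.1 and 17.8 TPM.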

From these results we postulate that lung CD44^low^ cells, albeit capable of cell division, are not dividing as rapidly as their CD44^high^ counterpart.

### Analyses of common biological pathways reveal intratumor heterogeneity

MMTV-PyMT has recently been used as a model to study the impacts of CD44 on metastases [55]. Ex vivo analysis of tumors from a single micro-metastatic site revealed two subgroups of cells with differential CD44 expression. CD44 expression correlated with altered gene expression relevant to EMT and MET and differential growth rates [52, 60]. Post-metastatic colonization, CD44 expression levels did not remain constant and were frequently switched between the subgroups. The fluid transition from EMT to MET phenotypes demonstrates how complex and context-dependent breast cancer can be. The morphological changes induced by CD44 expression also affected the tumor-initiating capabilities of the tumor cells. However, the critical regenerative CSC populations were found in both CD44-expressing groups, warranting further characterization. Similar spectrums of behavior have been documented in other studies [23, 55, 59].

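The mRNA of *CD44* (ENSMUSG00000005087.17, chromosome 2 of mm10 from 102811141 to 102901665) itself, which encodes the protein used for sorting, was not higher in the 6 CD44 high than in the 6 CD44 low libraries. The mean of log2(TPM + 1) was 5.16 in CD44 high and 5.59 in CD44 low libraries, a difference of -0.43 (two-sided exact permutation test over 924 assignments, p = 0.489). With labels exchanged only within an organ, the exact permutation p was 0.213 over 216 assignments. *CD44* had 21.9 and 12.1 TPM in lung-derived CD44 high and 12.2 and 21.6 TPM in lung-derived CD44 low cells, and 399.9 and 209.7 TPM in MFP. LN-derived cells had 49.0 and 52.3 TPM in CD44 high and 147 and 82.7 TPM in CD44 low libraries, and BM-derived cells 50.5 and 49 TPM in CD44 high and 43.8 and 74.9 TPM in CD44 low libraries.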

To more closely examine the impacts of CD44 expression in our organ-derived cells, we analyzed DEGs based on CD44 levels (Additional files 9–11). 

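A fit of the 12 LN, BM and lung libraries with organ as a term gave 0 DEGs between CD44 high and CD44 low cells. At an unadjusted p under 0.05 with the same fold change, 16 genes were higher in CD44 high and 128 in CD44 low cells. The average of the 3 differences within organs, from the fit of 7 groups, gave 156 DEGs, 17 higher in CD44 high and 139 in CD44 low cells. Without organ in the fit, limma called no gene either.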

We identified upregulated genes for CD44^low^/EpCAM^high^ (374 genes) and CD44^high^/EpCAM^high^ (276 genes) signatures across the suite of cells (Additional files 12–13). Some genes were shared across the tissue types. 

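Within the organs, 407 genes were called higher in CD44 high cells in at least 1 organ, 1 in at least 2 and 0 in all 3. For CD44 low cells these counts were 1368, 4 and 0. The genes shared by 2 organs were *CXCL5* for CD44 high, and *ID3*, *GNB4* and the small RNA genes *GM24888* and *GM22710* for CD44 low cells, named here after their values were seen except *CXCL5* and *GM22710*.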

We also examined the GO terms and pathways associated with the DEGs from CD44^low^/EpCAM^high^ and CD44^high^/EpCAM^high^ samples. Clear differences were observed between the two CD44 signatures across the tissue-derived samples (Fig. 3A and Additional files 12–13). Cells with CD44^high^ signatures exhibited an increase in GO terms and associated genes related to cellular proliferation, tumor aggression, and EMT. Indeed, CD44^high^ cells from lung and lymph node samples were experimentally observed to exhibit increased proliferation rates compared to CD44^low^ cells (Additional file 1: Fig. 7). DEG analysis further revealed that CD44^low^ cells exhibited higher gene expression levels relevant to tumor microenvironment remodeling and stem cell markers. Interestingly, CD44^low^ signatures also correlated with signaling pathways known to be important for stem cell maintenance and Wnt-activated receptor activity. CD44^low^ signatures were further negatively correlated with cell differentiation pathways, supporting the idea of retained cellular dedifferentiation. The thrombospondin complex pathway, key in the maintenance of cancer stem cell dormancy in breast cancer, was also present in the CD44^low^ signature [16, 61, 63].

**Fig. 3:**
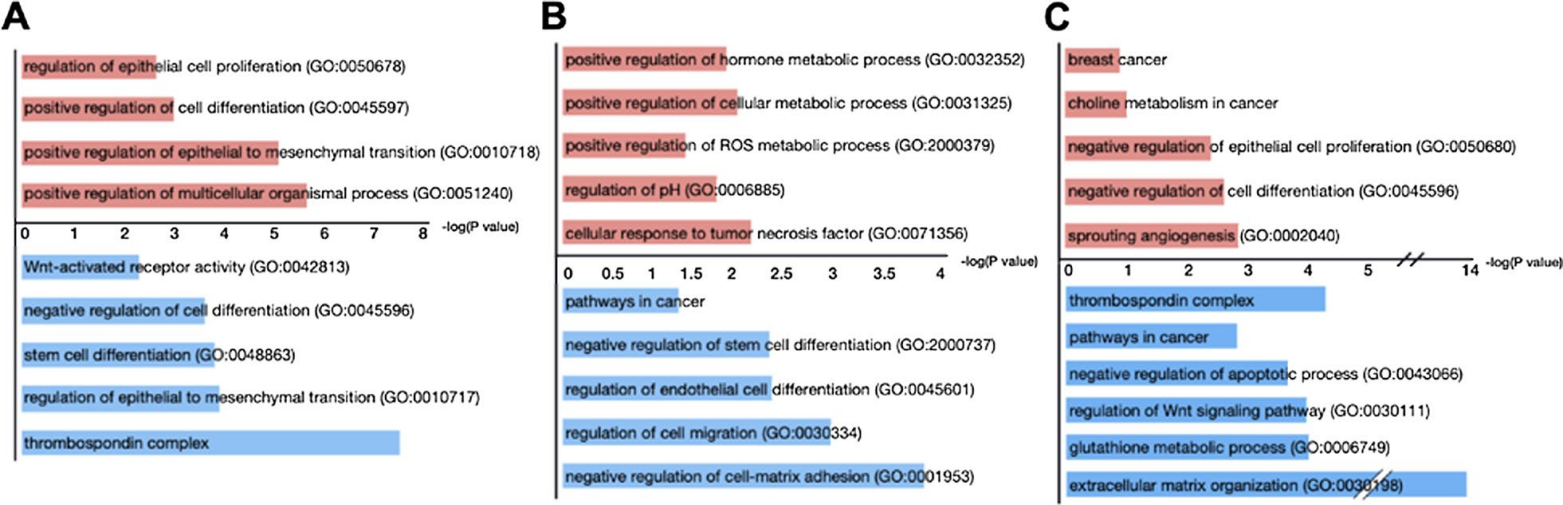
CD44 expression correlates with different transcriptome patterns in organ-derived cell lines. Differentially expressed genes for **A** CD44^high^ (red) and CD44^low^ (blue) EpCAM^high^ cells (across all samples) were used to generate GO terms. CD44^low^ cells exhibited high levels of expression for genes relevant to tumor microenvironment remodeling and tumor dormancy markers. CD44^high^ cells exhibited higher levels of gene expression associated with GO terms related to cellular proliferation, tumor aggression, and EMT. Differentially expressed genes and associated GO terms for CD44^high/low^ EpCAM^high^ cells from **B** lymph nodes and **C** lungs are also shown. For **A**–**C**, the − log(P value) scale applies to both the CD44^high^ (red) and CD44^low^ (blue) samples

We further examined the heterogeneity of CD44^high^ versus CD44^low^ expression within single tumors. 

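CD44 high and CD44 low cells differed in 32 genes in LN, 18 higher and 14 lower in CD44 high cells, and in 16 genes in BM, 8 higher and 8 lower. These small counts moved with the choices made: fits of only the 4 libraries compared gave 0 DEGs in LN and 0 in BM, and an unadjusted p under 0.05 gave 118 and 123. Without the first BM CD44 low library, the BM count was 975. Across fits that each left out 1 library, the count for lung ranged from 1386 to 1806.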

Volcano plots revealed DEGs in CD44^high^/EpCAM^high^ versus CD44^low^/EpCAM^high^ from lymph node-derived, lung-derived, and bone marrow-derived metastatic clonal isolates (Additional file 1: Fig. 8A-C). The DEGs for these samples were also subjected to pathway enrichment analysis (Fig. 3B, C, Additional files 14–17). 

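The largest rises in LN-derived CD44 high over LN-derived CD44 low cells were those of *CNMD* (ENSMUSG00000022025.13, chromosome 14 of mm10 from 79637690 to 79662170), *SLC39A4* (ENSMUSG00000063354.7, chromosome 15 of mm10 from 76612383 to 76617384) and *FGFBP1* (ENSMUSG00000048373.8, chromosome 5 of mm10 from 43978858 to 43981779). *SLC39A4*, which encodes a zinc transporter, had 39.8 and 32.3 TPM in CD44 high and 1.32 and 1.26 TPM in CD44 low cells, a log2 fold change of 4.01 (standard error 0.31, adjusted p = 0.000549), and *FGFBP1* rose by 3.97 (standard error 0.32, adjusted p = 0.000549). *CNMD* rose by 4.05 (standard error 0.58, adjusted p = 0.0215), and this call was lost with a pseudocount of 0.1 and in 6 of 14 fits without 1 library.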

DEGs upregulated in lymph node-derived CD44^high^/EpCAM^high^ cells correlated with cellular metabolism and pH regulation (Fig. 3B) observed in aggressive cancer phenotypes. Similar pathways were not observed in the corresponding CD44^low^/EpCAM^high^ lymph node-derived cells. 

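The largest falls in LN-derived CD44 high against CD44 low cells were those of the small RNA genes *GM26109* and *GM22710*, and of *FAM19A5* (ENSMUSG00000054863.9, chromosome 15 of mm10 from 87544299 to 87759364), which had 24.1 and 64.3 TPM in CD44 low and 1.22 and 0.82 TPM in CD44 high cells. This call was lost without either of the 2 LN CD44 high libraries, at log2 differences of -4.48 and -4.19.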

The DEGs for these cells, by contrast, were enriched in pathways regulating stem cell differentiation, cellular migration, and cell–matrix adhesion (Fig. 3B). 

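The largest rises in lung-derived CD44 high over CD44 low cells were in the mitochondrial transfer RNA genes *MT-TT*, *MT-TA* and *MT-TP*, whose libraries varied widely, with standard errors of 1.90, 3.16 and 2.46 on the log2 scale. The call of *MT-TA* was lost in 8 and that of *MT-TP* in 4 of 14 fits without 1 library.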

For the lung-derived samples, the CD44^high^/EpCAM^high^ cells exhibited upregulated DEGs relevant to cancer metabolism, cellular proliferation, and angiogenesis (Fig. 3C). 

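The largest falls in lung-derived CD44 high against CD44 low cells were those of *BGN* (ENSMUSG00000031375.17, chromosome X of mm10 from 73483602 to 73495933), *IGFBP7* (ENSMUSG00000036256.13, chromosome 5 of mm10 from 77349240 to 77408041) and *GPX3* (ENSMUSG00000018339.11, chromosome 11 of mm10 from 54902453 to 54910377). *BGN* had 1.71 and 0.65 TPM in CD44 high cells, a log2 fold change of -12.01 (standard error 0.48, adjusted p = 5.53e-08) against CD44 low cells. *GPX3* had 764 and 899 TPM in CD44 low cells and was listed at 0 in both CD44 high libraries.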

The DEGs for the corresponding CD44^low^/ EpCAM^high^ lung-derived cells were also enriched for pathways relevant to cancer progression and cellular metabolism, in addition to the thrombospondin complex and extracellular communication (Fig. 3C). Similar analyses were performed with bone marrow-derived cells to reveal unique GO terms and transcriptomic changes (Additional file 1: Fig. 8D-E). Upregulated DEGs for BM-derived CD44^low^/ EpCAM^high^ cells were mainly associated with immune and cytokine activity.

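Higher in BM-derived CD44 low than CD44 high cells were 8 genes, and the 3 with the largest change were the small RNA genes *SNORD19*, *GM22710* and *GM24148*. Among the genes higher in BM-derived CD44 high cells were the cytokine gene *CXCL5* (ENSMUSG00000029371.7, chromosome 5 of mm10 from 90759360 to 90761624), with 2555 and 1685 TPM in CD44 high and 184 and 96.9 TPM in CD44 low cells, and the acute-phase gene *SAA3* (ENSMUSG00000040026.8, chromosome 7 of mm10 from 46711998 to 46715700), with 827 and 318 TPM in CD44 high and 9.15 and 11.2 TPM in CD44 low cells. Their log2 fold changes were 3.95 (standard error 0.57, adjusted p = 0.0322) and 5.53 (standard error 0.51, adjusted p = 0.0015), and the *CXCL5* call was lost in 11 of 14 fits without 1 library.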

Based on our DEG analyses, we examined additional known markers of breast cancer metabolism and extracellular remodeling across the entire set of organ-derived cell lines [64, 65]. We observed increased levels of cellular metabolism markers (e.g., *PLCB4, IGFBP7, IGFBP4, SHC2, PGRAMC1, MTHFD2*) specific to lung-derived CD44^low^ cells (Fig. 4A). 

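*IGFBP4* (ENSMUSG00000017493.12, chromosome 11 of mm10 from 99041244 to 99054392) had 2317 and 1519.7 TPM in lung-derived CD44 low cells, 206 and 71.4 TPM in lung-derived CD44 high cells and 0.13 and 0.11 TPM in MFP, a log2 difference of -3.94 (standard error 0.76, adjusted p = 0.00339) between CD44 high and CD44 low cells. *IGFBP7* had 1485 and 1499.5 TPM in CD44 low and 0.13 and 0 TPM in CD44 high cells, and *PLCB4* (ENSMUSG00000039943.16, chromosome 2 of mm10 from 135659011 to 136014593) 47.7 and 55.0 TPM in CD44 low and 0 and 0.61 TPM in CD44 high cells. *MTHFD2* differed by -2.19 (standard error 0.46, adjusted p = 0.00558) between CD44 high and CD44 low cells. *MTHFD2* was not called without the second lung CD44 low library. *SHC2* had 1.36 and 2.62 TPM in CD44 low cells and was listed at 0 in CD44 high cells and MFP. *PGRMC1* (ENSMUSG00000006373.10, chromosome X of mm10 from 36598206 to 36606079) had 218 and 252 TPM in CD44 low, 186 and 226 TPM in CD44 high cells and 189 and 189 TPM in MFP, with a log2 difference of -0.19 (standard error 0.27, adjusted p = 0.655) between CD44 high and CD44 low cells. In the whole panel of Fig. 4A, 9 of 17 genes had their highest group mean in lung-derived CD44 low cells.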

Lung-derived CD44^high^ cells exhibited higher levels of *MPC1, MPC2, POGLUT1*, and *LARGE1* expression. 

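*POGLUT1* (ENSMUSG00000034064.14, chromosome 16 of mm10 from 38525137 to 38550258) had 117 and 106 TPM in lung-derived CD44 high and 48.6 and 59.8 TPM in CD44 low cells, a log2 difference of 1.04 (standard error 0.24, adjusted p = 0.00923). *MPC1* and *MPC2* differed by 0.36 (standard error 0.21, adjusted p = 0.24) and 0.61 (standard error 0.23, adjusted p = 0.0749). None of these 3 differences passed the fold change threshold.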

Interestingly, we did not observe upregulation of other cancer-related drivers of energy consumption in either of the lung-derived cell lines compared to MFP-derived samples [66]. Extracellular remodeling has been shown to improve cancer colonization and perpetuate dedifferentiated stem-like cellular states [61, 62]. We identified markers relevant to extracellular remodeling known to promote the survival of metastatic lesions (*CD36, CD274, FOXC1*) in the lung-derived metastatic cells (Fig. 4B). 

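*CD36* had 0.39 and 0.85 TPM in lung-derived CD44 low cells and was listed at 0 in the other 12 libraries. *CD274* had 0.78 and 0.89 TPM in lung-derived CD44 low, 0.25 and 0.17 TPM in lung-derived CD44 high cells and 1.16 and 0.63 TPM in MFP. Neither reached the level for testing.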

The expression levels were noticeably enhanced in these samples compared to the MFP tumor. Lung-derived CD44^low^ cells also exhibited upregulated levels of genes associated with mesenchymal cells and more dedifferentiated phenotypes in advanced cancers (e.g., *FN1* and *POFUT2*) [13].

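*FN1* (ENSMUSG00000026193.15, chromosome 1 of mm10 from 71585520 to 71653200) had 2012 and 4136 TPM in lung-derived CD44 low cells, 3669 and 956 TPM in lung-derived CD44 high cells and 161 and 38.6 TPM in MFP. Its log2 fold change against MFP was 5.17 (standard error 0.86, adjusted p = 0.000898) in CD44 low and 4.55 (standard error 0.86, adjusted p = 0.00247) in CD44 high cells, and the difference between CD44 high and CD44 low cells was -0.62 (standard error 0.86, adjusted p = 0.655). *POFUT2* (ENSMUSG00000020260.9, chromosome 10 of mm10 from 77259218 to 77269575) had 119 and 115 TPM in CD44 low cells and 54.7 and 45.3 TPM in MFP, a log2 fold change of 1.21 (standard error 0.19, adjusted p = 0.000669), under the threshold of 2. Of the 17 tested genes of Fig. 4B, 15 had their highest group mean in lung-derived CD44 low cells, and 10 were called higher than MFP there, the same number as adjusted over the list alone.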

**Fig. 4:**
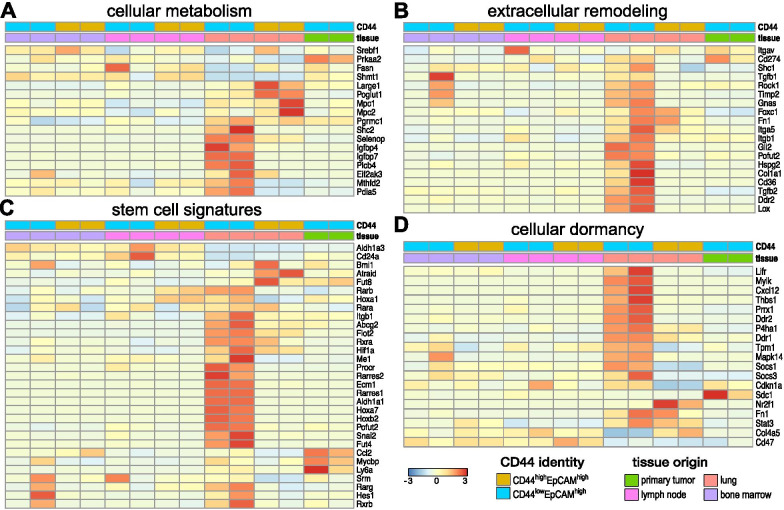
Intratumoral heterogeneity observed across organ-derived cell lines. Bulk RNA analysis of the organ-derived cell lines revealed distinct expression patterns relevant to **A** cellular metabolism, **B** extracellular remodeling of the microenvironment, **C** stem cell signatures, and **D** cellular dormancy among the cell lines. Clusters were assigned based on CD44 expression and the metastatic origin of each cell line as shown in the lower right

### CD44^low^ cell lines exhibit classic signatures of stem cells

As noted earlier, the lung-derived CD44^low^ cells exhibited reduced levels of some markers of cellular proliferation and division (Fig. 2C, D). These cells also expressed genes known to be important for CSC survival and function (Fig. 4B) [67]. Changes in gene expression relevant to matrix remodeling have been known to sustain CSCs in a functional, but dormant, non-dividing state. To further examine whether the lung-derived CD44^low^ cells harbored CSC properties, we evaluated a panel of known breast cancer stem cell markers across our suite of metastatic isolates. Comparisons were made to the known cellular differentiation marker CD24 [68, 69]. As shown in Fig. 4C, lung-derived CD44^low^/EpCAM^high^ cells exhibited an increase in the stem cell-associated markers and a decrease in CD24 expression. Furthermore, expression of *ALDH1A1*, a breast cancer-specific stem cell marker associated with resistance to some chemotherapies, was elevated [68, 69]. 

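Of the 30 tested genes of Fig. 4C, 22 had a higher mean in lung-derived CD44 low cells than in MFP and 8 a lower one, with a median log2 fold change of 1.37. Of these, 10 were called higher and 1 lower, also when adjusted over the list alone. A total of 20 had their highest group mean in lung-derived CD44 low cells. *CD24A* (ENSMUSG00000047139.9, chromosome 10 of mm10 from 43578284 to 43584265), the mouse gene of CD24, had 4.88 and 7.24 TPM in lung-derived CD44 low cells, 184 and 220.1 TPM in lung-derived CD44 high cells and 586 and 452 TPM in MFP, a log2 fold change of -6.21 (standard error 0.30, adjusted p = 1.49e-07) for CD44 low cells against MFP.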

CSCs can endure some drug treatments and survive in metastatic environments due, in part, to their ability to modulate their metabolism and compensate for oxidative stress [67, 68]. The lung-derived CD44^low^ cells exhibited gene expression profiles consistent with these phenotypes, including the upregulation of retinoic acid (RA) pathway (*RARA/B/G, RXRA/B, RARRES1/2*) essential for cell survival. 

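*RARRES1* (ENSMUSG00000049404.7, chromosome 3 of mm10 from 67478972 to 67515523) had 60.8 and 60.8 TPM in lung-derived CD44 low cells and 0.2 and 0.09 TPM in MFP, a log2 fold change of 5.76 (standard error 0.16, adjusted p = 5.23e-09). *RARRES2* (ENSMUSG00000009281.6, chromosome 6 of mm10 from 48569696 to 48572789) had 136 and 91.5 TPM in CD44 low cells and was listed at 0 in both MFP libraries. The receptor genes *RARA*, *RARB*, *RARG*, *RXRA* and *RXRB* had log2 fold changes of 1.02, 0.89, 1.60, 1.77 and 1.44, none of them past the threshold, and *RARB* had 1 and 1.05 TPM. With a pseudocount of 0.1, the *RARB* change was 2.72 and was called.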

Opposite trends were observed for lung-derived CD44^high^ cells. These cells expressed higher levels of genes associated with cell growth and aggressive metastases.

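In lung-derived CD44 high cells, *RARRES1* was listed at 0 in both libraries and *RARRES2* had 0.06 and 0 TPM. The receptor genes had a lower mean in CD44 high than in CD44 low cells, with log2 differences of -1.82 for *RARG*, -1.74 for *RXRB*, -0.82 for *RXRA*, -0.72 for *RARB* and -0.21 for *RARA*, none of them called. *CD24A* was higher in CD44 high cells by 4.86 (standard error 0.30, adjusted p = 1.28e-06).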

We further examined the entire suite of cells lines, for markers of breast cancer dormancy (Fig. 4D). 

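*THBS1* (ENSMUSG00000040152.8, chromosome 2 of mm10 from 118111876 to 118127133) was lower in lung-derived CD44 high than in lung-derived CD44 low cells by a log2 difference of -3.35 (standard error 0.66, adjusted p = 0.00399), and had 245 and 228 TPM in MFP. *THBS2* (ENSMUSG00000023885.9, chromosome 17 of mm10 from 14665500 to 14694235) had 16.0 and 29.0 TPM in CD44 low cells and was listed at 0 in both CD44 high libraries. *THBS3* differed by -0.71 (standard error 0.34, adjusted p = 0.144) between CD44 high and CD44 low cells, and *THBS4* was listed at 0 in 13 of the 14 libraries.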

The lung-derived CD44^low^ cells expressed higher levels of genes associated with the thrombospondin complex, a well-known dormancy marker in breast cancer [16, 70]. 

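*DDR2* (ENSMUSG00000026674.9, chromosome 1 of mm10 from 169972307 to 170110762) had 376 and 458 TPM in lung-derived CD44 low, 0.44 and 0.19 TPM in lung-derived CD44 high cells and 0.21 and 0.07 TPM in MFP, a log2 difference of -8.31 (standard error 0.52, adjusted p = 1.39e-06) between CD44 high and CD44 low cells. *MYLK* (ENSMUSG00000022836.11, chromosome 16 of mm10 from 34745210 to 35002420) had 64.2 and 78.8 TPM in CD44 low and 0.19 and 0.07 TPM in CD44 high cells, and its log2 fold change against MFP was 5.79 (standard error 0.27, adjusted p = 1.12e-07) in CD44 low cells. *MAPK14* (ENSMUSG00000053436.15, chromosome 17 of mm10 from 28691329 to 28748406) had 24.2 and 26.4 TPM in CD44 low and 8.6 and 6.11 TPM in CD44 high cells, a difference of -1.67 (standard error 0.56, adjusted p = 0.0468) that was under the threshold of 2.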

Additional markers, including *MAPK14*, *DDR1/2,* and *MYLK*, were also observed among this cell population. Collectively, these data suggest that lung-derived CD44^low^ cells express CSC-relevant genes that can maintain cells in a dormant or low proliferative state. 

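Of the 19 genes of Fig. 4D, 15 had their highest group mean in lung-derived CD44 low cells. In these cells 11 were called higher and 2 lower than in MFP, and 8 were called higher and 2 lower than in lung-derived CD44 high cells, with the same counts adjusted over the list alone. From the stem cell, retinoic acid and dormancy genes of Fig. 4, together with lower levels of some proliferation markers, the paper proposes that lung-derived CD44 low cells express CSC-relevant genes that keep cells dormant or slowly proliferating.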

CSC identification remains challenging, though, owing to difficulties in isolation [19–21].

### Single cell RNA-seq reveals distinct clusters relevant to metastatic progression and intratumor heterogeneity

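Single-cell libraries were made on the ddSeq platform with SureCell 3' chemistry, and the authors assigned reads with Ddseeker and quantified them with kallisto on mm10 and GENCODE v21. They deposited whole-number counts per gene and barcode, without normalization and before filtering, and the paper's text does not name whether these are distinct molecules or reads. The files hold 1 library for each of 3 conditions, so there are no replicates, no test was run between conditions, and intervals cover counting error only. The libraries held 3623 barcodes and 3195105 counts for lung-derived CD44 high cells, 2808 and 2987182 for lung-derived CD44 low cells, and 3297 and 5690795 for LN-derived CD44 high cells. Gene values below are sums over the filtered cells of a library per 10000 counts, with exact Poisson 95% intervals. A count of 0 allows up to 0.0136, 0.0135 and 0.00567 per 10000 in these libraries, taken as 3 counts of the total. Shares of cells were compared after thinning to 500 counts per cell.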

To further validate that our isolated cell lines capture the intratumoral heterogeneity observed during de novo disease progression, we performed scRNA-seq on a subset of metastatic samples. Based on the amount of differential gene expression observed in bulk RNA-seq, we chose lung-derived CD44^low^ (lungL), lung-derived CD44^high^ (lungH), and LN-derived CD44^high^ (lymphH) cells for the analyses. 

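With the filter of the methods, more than 250 genes and less than 10% mitochondrial counts, 4146 cells passed: 1236 in lungH, 348 in lungL and 2562 in lymphH. The median was 557 counts and 281 genes per cell in lungH, 4011 and 1519 in lungL, and 585 and 374 in lymphH. Barcodes left out had a median of 390, 299 and 359 counts, close to the cells of lungH and lymphH. A minimum of more than 500 genes kept 221, 235 and 348 cells.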

In all, 4124 cells were used in the clustering analyses: lungL (334 cells), lungH (1085 cells), lymphH (1694 cells). Clusters were visualized using UMAP (Fig. 5A). 

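Summed over cells, lungH correlated across 13651 genes with the bulk lung-derived CD44 high libraries at 0.766 and 0.762 (Pearson's r of log values). LungL correlated with the bulk lung-derived CD44 low libraries at 0.736 and 0.763, and lymphH with the LN-derived CD44 high libraries at 0.799 and 0.806, below its 0.833 with the first LN-derived CD44 low library and 0.823 with the second BM-derived CD44 low library.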

Clusters for each of the three cell types—lungL (green), lungH (pink), and lymphH (blue)—were identified.

**Fig. 5:**
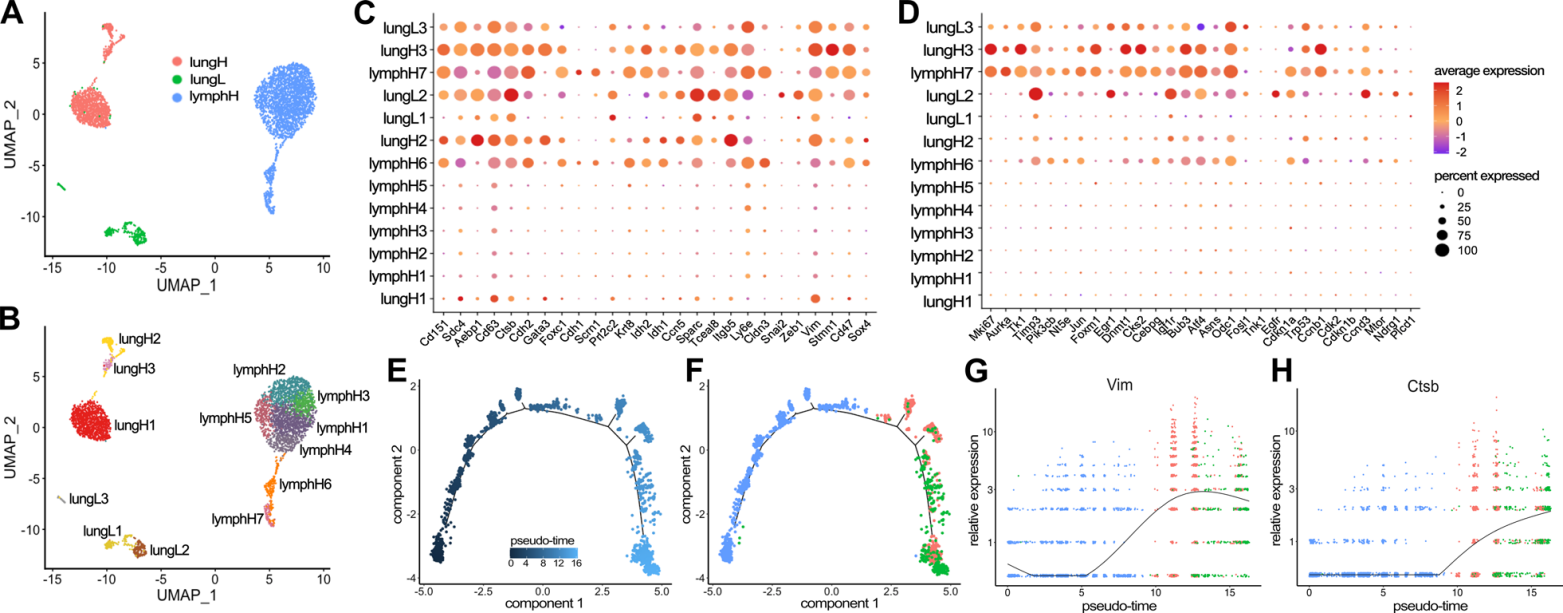
Single-cell RNA-seq revealed tissue-specific clusters and heterogeneity during metastatic disease progression. **A** Clustering of 4124 cells that passed filtering. Tissue-specific clustering was observed for lungH, lungL, and lymphH cells. **B** Thirteen clusters were recovered based on a combination of tissue origin and CD44 signature. **C**, **D** Gene expression profiles for select cancer-relevant genes (columns) relevant to **C** EMT and **D** cell proliferation among the thirteen clusters (rows). The size of each dot represents the percentage a specific gene is expressed compared to all other transcripts. The color gradient of the dot indicates the average expression of the gene. **E** Monocle2 pseudo-time analysis was performed, and the metastatic trajectory of distinct cell clusters is shown. The color gradient indicates pseudo-time progression. **F** Tissues of origin indicated on the pseudo-time map (as in **A**). Changes in EMT-relevant genes (from **C**) were probed across pseudo-time and tissue of origin. **G** The expression of *VIM*, an EMT marker, increased over lymph node populations with maximum expression in lung high populations. This analysis was repeated for **H** *CTSB*, a marker of invasion, where the low expression across lymph node populations increased in expression across lung high and lung low populations

We further examined the heterogeneity of the samples using hierarchical clustering (Additional file 1: Fig. 9). The UMAP plot depicted 13 distinct cell clusters from the three respective cell samples (Fig. 5B). 

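The filtered cells were clustered again here with 2000 variable genes, 20 principal components, 15 nearest neighbours and Leiden clustering at resolution 0.8. This gave 8 clusters, 2 mostly of lungH, 2 mostly of lungL and 4 mostly of lymphH cells, against 6 at resolution 0.4 and 13 at resolution 1.2. They are numbered by size within a library, as lungH cluster 1 and so on, and are not the clusters of Fig. 5B, whose cells are not listed in the files. LungH cluster 2 held 213 lungH and 39 lungL cells.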

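The lymphH clusters held 918, 838, 639 and 275 cells. Clusters 1 to 3 had medians of 555, 570 and 560 counts per cell, and cluster 4 had 15890. Across genes, the summed values of clusters 1 to 3 correlated with those of cluster 4 at 0.938, 0.935 and 0.932, and with the barcodes left out by the filter at 0.960, 0.961 and 0.956.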

LymphH cells had the largest number of subclusters (7), with clusters 1–5 being very similar in composition (Additional file 1: Fig. 9). Clusters 6 and 7 (lymphH6 and lymphH7) exhibited higher levels of pro-survival/cell cycle regulation genes (*BIRC5, TOP2A, CENPF*) associated with metabolically active cancer pathways. 

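*BIRC5* made up 8.78 (95% interval 8.53 to 9.04) of every 10000 lymphH counts, and 7.01, 7.48, 7.72 and 9.09 in lymphH clusters 1 to 4. *TOP2A* stood at 1.25, 1.09, 1.32 and 1.64 per 10000 in the same clusters, and *CENPF* at 0.345, 0.492, 0.323 and 0.623.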

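LungH cells fell mainly into lungH cluster 1, with 939 cells and a median of 540 counts, and lungH cluster 2, with 252 cells and a median of 7519 counts. Over the 25 genes of Fig. 5C, the mean share of cells with a count was 15.7% in cluster 1 and 56.6% in cluster 2, and 14.6% and 18.1% after thinning to 500 counts per cell. Thinning left out 265 cells of cluster 1 with fewer counts, and the cells kept had medians of 263 genes in cluster 1 and 389 in cluster 2. Cluster 1 correlated with the left-out barcodes of its library at 0.976 and with cluster 2 at 0.950.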

We observed the lung CD44^high^ (lungH) cells divided into three different clusters. The majority were localized to cluster lungH1 and expressed lower levels of metastatic cancer cell markers (*ALDH3A1, VIM, TCEAL9*). 

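Per 10000 counts, *VIM* had 35.6 in lungH cluster 1 and 33.6 in lungH cluster 2, and *TCEAL9* had 11.7 and 11.3. *ALDH3A1*, a leading gene of both clusters, made up 14.4 (95% interval 13.9 to 14.9) in lungH, 0.329 (95% interval 0.258 to 0.413) in lungL and 0.0416 (95% interval 0.0261 to 0.063) in lymphH per 10000.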

Similar metastatic cancer markers were upregulated in cluster lungH2. This subpopulation further displayed upregulated markers associated with the microenvironment and EMT (*AEBP1, ITGB5, FN1*).

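*AEBP1* had 4.29 per 10000 in lungH cluster 1 and 6.13 in lungH cluster 2, *ITGB5* 7.98 and 10.3, and *FN1* 19.2 and 34.3. LungH cluster 2 also holds lungL cells, and no replicate library shows how much such differences vary.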

### EMT and proliferation markers show distinct tissue-specific gene expression

We identified transcriptomic changes relevant to cancer metastasis that drove the designation of each cluster. Guided by the bulk RNA-seq results, we examined the expression of EMT and metastatic progression markers (Fig. 5C). We used dot plots to visualize the average expression of each gene and the percentage it was expressed in the sample set. As expected for progressive disease, we observed genes associated with primary tumors and low metastatic lesions (*CLDN3, KRT8, CDH1, CDH2*) primarily in the lymphH populations. Expression of these genes diminished at more distal sites (lung-derived samples). Conversely we observed genes associated with aggressive metastatic disease and EMT (*VIM, SPARC, ZEB1, SNAI2, CTSB*) upregulated in lung populations compared to lymph nodes. 

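*CLDN3* made up 2.94 (95% interval 2.80 to 3.09) of every 10000 counts in lymphH and 0.198 (95% interval 0.144 to 0.266) in lungL, and was not detected in lungH. *CDH1* had 0.371 (95% interval 0.321 to 0.426) in lymphH and 0 counts in both lung libraries. *KRT8* stood at 1.67 (95% interval 1.5 to 1.85) in lungH, 0.135 (95% interval 0.0911 to 0.193) in lungL and 2.81 (95% interval 2.66 to 2.95) in lymphH. *CDH2* had 3.03 (95% interval 2.80 to 3.27) in lungH, 1.15 (95% interval 1.02 to 1.30) in lungL and 3.14 (95% interval 2.99 to 3.29) in lymphH, with lungH within the counting error of lymphH.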

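*VIM* had 34.2 (95% interval 33.5 to 35.0) in lungH, 21.1 (95% interval 20.5 to 21.7) in lungL and 6.24 (95% interval 6.03 to 6.46) in lymphH per 10000 counts. *SPARC* had 7.50 (95% interval 7.15 to 7.88) in lungH, 14.7 (95% interval 14.2 to 15.2) in lungL and 3.26 (95% interval 3.11 to 3.42) in lymphH, and *CTSB* 13.9 (95% interval 13.4 to 14.4) in lungH, 25.2 (95% interval 24.5 to 25.9) in lungL and 3.63 (95% interval 3.47 to 3.79) in lymphH. *ZEB1* and *SNAI2* were rarer, at 0.656 and 0.240 in lungH, 1.31 and 0.446 in lungL, and 0.176 and 0.0227 in lymphH. All 5 genes were higher in both lung libraries than in lymphH beyond counting error.

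**Figure D3:**
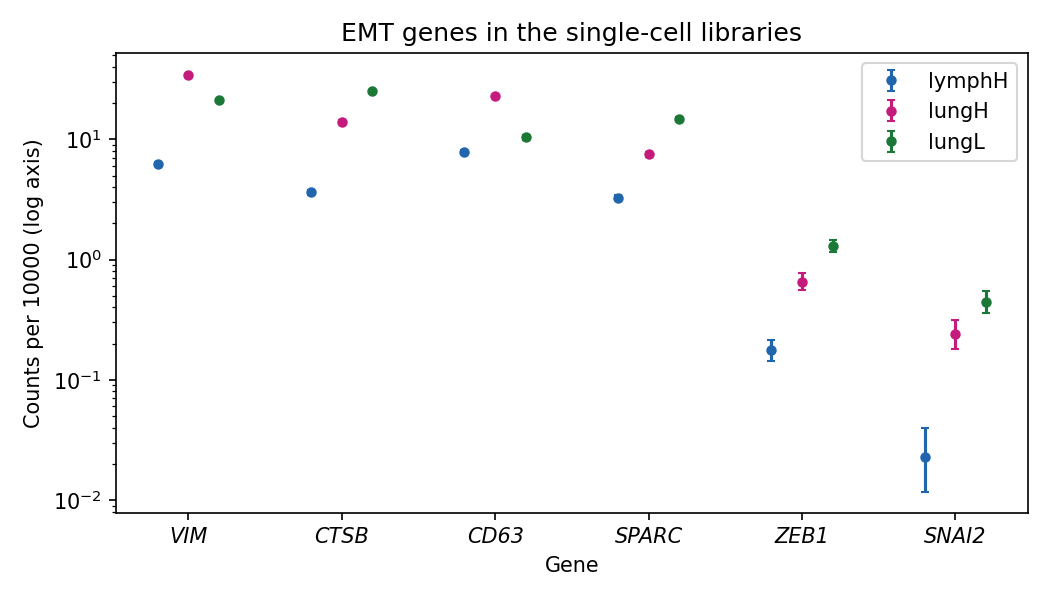
Counts per 10000 on a log axis for 6 genes in the lymphH, lungH and lungL libraries, with exact Poisson 95% intervals where they are wider than the points. LymphH has the lowest point for each gene, down to 0.0227 for *SNAI2*.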

Changes in the expression of breast cancer marker CD63 were also observed during disease progression. 

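*CD63* had 22.7 (95% interval 22.1 to 23.4) in lungH, 10.4 (95% interval 9.96 to 10.8) in lungL and 7.91 (95% interval 7.67 to 8.15) in lymphH per 10000.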

Interestingly we observed similar gene expression changes for EMT in clusters lymphH6, lymphH7, and lungH3.

To further examine the changes in gene expression, we performed pseudo-time analysis of the single cells using Monocle2. The metastatic trajectory of the cells showed distinct clusters across the pseudo-time (Fig. 5E). We identified the composition of the cells by coloring the pseudo-time map with the tissues of origin (Fig. 5F). We observed that the majority of cells at the beginning of the pseudo-time (0) are lymphH-derived with a few lungL cells. Lung-derived cells became prominent further on the graph around pseudo-time 8. Interestingly, we observed lungL cells present across pseudo-time that cluster heavily toward the end of the graph (pseudo-time 12–16). We probed for changes in *VIM* and other EMT-relevant genes across pseudo-time and tissue of origin. As we previously observed in Fig. 5A, *VIM* expression increases over lymph node populations (Fig. 5G). 

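At 500 counts per cell, 64.6% of lungH, 53.5% of lungL and 22.0% of lymphH cells had a *VIM* count. These shares include any background counts of a barcode, which were not subtracted. Pseudo-time was not analysed here, so values are given per library.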

*VIM* expression is highest in lung high populations and drops down in lung low populations. 

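After the same thinning, *CTSB* was detected in 35.5% of lungH, 56.4% of lungL and 11.0% of lymphH cells.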

*CTSB*, a marker of invasion, showed relatively low expression across lymph node populations (Fig. 5H), but higher expression along pseudo-time in lungH and lungL populations.

Cellular proliferation markers were also analyzed via scRNA-seq (Fig. 5D). Increases in proliferative markers (*AURKA, MKI67*) were observed for clusters lymphH6 and lymphH7, with the greatest expression in lungH3. 

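*MKI67* had 1.84 (95% interval 1.67 to 2.03) in lungH, 0.266 (95% interval 0.202 to 0.343) in lungL and 0.87 (95% interval 0.792 to 0.953) in lymphH per 10000 counts, and *AURKA* 0.412 (95% interval 0.331 to 0.505) in lungH, 0.122 (95% interval 0.0801 to 0.177) in lungL and 0.445 (95% interval 0.389 to 0.505) in lymphH. By cluster, *MKI67* reached 1.89 in lungH cluster 2, 1.34 in lungH cluster 1, and 1.02 in lymphH cluster 4 against 0.46, 0.451 and 0.349 in lymphH clusters 1 to 3. *AURKA* rested on few counts, such as 4 in lymphH cluster 3 and 19 in lungH cluster 1.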

We also observed many similarities between clusters lymphH7 and lungH3 with regard to EMT- and proliferation-associated gene expression. These correlations could potentially signify the metastatic progression of the disease from the lymph node (lymphH7) to lung (lungH3). 

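In lungL cluster 1 and lungL cluster 2, *MKI67* had 0.163 and 0.0662 per 10000, from 3 and 11 counts, and *TOP2A* 0.489 and 0.433. The 39 lungL cells in lungH cluster 2 had 1.15 and 6.16.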

LungL clusters, by contrast, expressed lower levels of genes involved in proliferation. These clusters expressed higher levels of genes involved in cell cycle control and growth inhibition (*CDKN1A, CDKN1b, CCND3*). 

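*CDKN1A* had 0.525 (95% interval 0.434 to 0.629) in lungH, 1.30 (95% interval 1.15 to 1.46) in lungL and 1.35 (95% interval 1.26 to 1.46) in lymphH per 10000 counts, with lungL within the counting error of lymphH. *CCND3* had 0.810 (95% interval 0.695 to 0.937) in lungH, 1.63 (95% interval 1.47 to 1.81) in lungL and 0.658 (95% interval 0.591 to 0.731) in lymphH. *CDKN1B* had 0.117 (95% interval 0.0765 to 0.172) in lungL, from 26 counts, and did not differ beyond counting error from the 0.167 of lungH or the 0.182 of lymphH.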

We further probed for changes in a panel of proliferation-associated genes across pseudo-time and tissue of origin using Monocle2 (Additional file 1: Fig. 10).

### Cellular metabolism and extracellular remodeling markers show distinct tissue-specific changes

We identified gene expression markers relevant to cellular metabolism and extracellular remodeling that drove the formation of each cluster. For example, lungH3 cells expressed upregulated levels of genes associated with cell cycle and intracellular metabolism (*TOP2A, CENPF, HTRA1, STMN1*) (Additional file 1: Fig. 9). These data suggested that cells within the lungH3 cluster exhibit the highest metastatic propensity of the lung subsets. 

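*TOP2A* had 3.17 (95% interval 2.94 to 3.42) in lungH, 1.38 (95% interval 1.23 to 1.55) in lungL and 1.52 (95% interval 1.42 to 1.63) in lymphH per 10000 counts, *CENPF* 1.31, 0.189 and 0.564, and *STMN1* 3.59, 0.941 and 1.27 in lungH, lungL and lymphH. *HTRA1*, a leading gene of lungH cluster 2, had 7.29 in lungH, 0.450 in lungL and 0.628 in lymphH.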

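*IGFBP4* had 1.28 (95% interval 1.13 to 1.43) in lungH, 13.1 (95% interval 12.7 to 13.6) in lungL and 0.127 (95% interval 0.0982 to 0.161) in lymphH per 10000 counts, and *IGFBP7* 0.498 (95% interval 0.409 to 0.600) in lungH, 5.86 (95% interval 5.54 to 6.19) in lungL and 0.199 (95% interval 0.162 to 0.240) in lymphH.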

We further observed an increase in insulin-like growth factors (*IGBFP4, IGBFP7*) across different lung-derived clusters, specifically in the lungL2 cluster (Fig. 6A). Interestingly, the expression of *PDHA1*, a critical component for pyruvate to acetyl-CoA conversion, was primarily upregulated in lungL2, lymphH7, and lymphH6 clusters. 

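*PDHA1* had 1.67 (95% interval 1.5 to 1.84) in lungH, 2.53 (95% interval 2.33 to 2.75) in lungL and 2.15 (95% interval 2.03 to 2.28) in lymphH per 10000. By cluster it stood at 2.75 in lungL cluster 2, 1.68 in lungL cluster 1 and 2.26 in lymphH cluster 4.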

We probed for changes in these metabolism-related genes across pseudo-time and tissue of origin using Monocle2. As we previously observed in Fig. 6A, *IGBFP7* expression was significantly upregulated in lungL single cell populations as pseudo-time progressed (Fig. 6B).

**Fig. 6:**
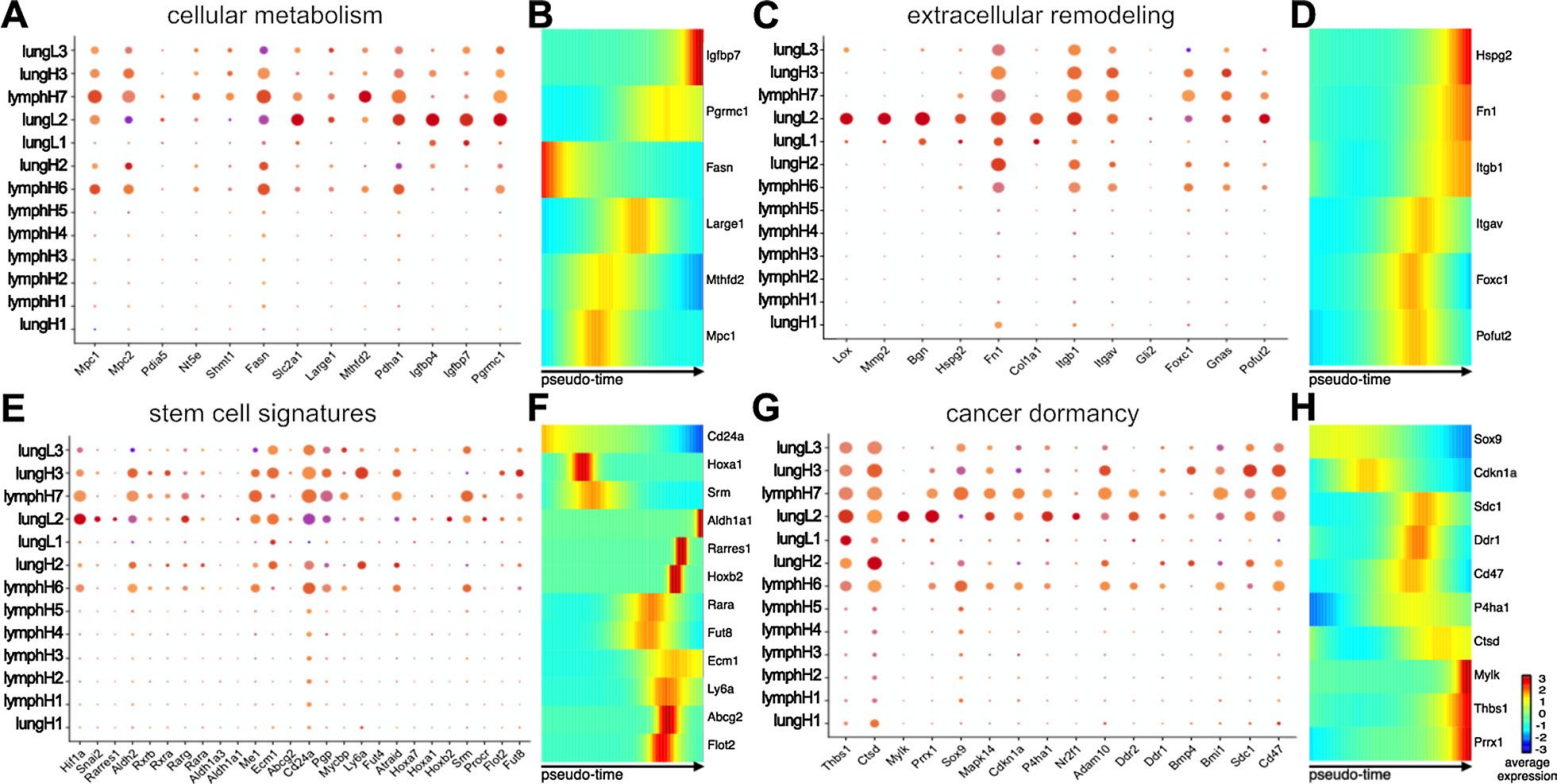
Single cell profiling revealed tissue-specific changes. **A** Dot plot analysis of cancer metabolic markers relevant to cancer progression for select clusters guided by the bulk RNA seq data. **B** Heat maps of differentially expressed genes relevant to cancer metabolism were identified across the pseudo-time using Monocle2. The color gradient indicates the average expression across the pseudo-time, trending from dark blue to red. Similar dot plot analyses and pseudo-time heat maps are shown for markers relevant to **C**–**D** tumor microenvironment remodeling, **E**–**F** stem cell signatures, and **G**–**H** cell dormancy

Guided by bulk RNA-seq results, we further examined extracellular remodeling markers using scRNA-seq (Fig. 6C and Additional file 1: Fig. 9). 

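*MGP* had 1.99 (95% interval 1.80 to 2.18) in lungH, 25.7 (95% interval 25.0 to 26.4) in lungL and 0.0719 (95% interval 0.0509 to 0.0987) in lymphH per 10000 counts, and *CCN2* 0.846 (95% interval 0.729 to 0.976) in lungH, 25.0 (95% interval 24.3 to 25.6) in lungL and 0.624 (95% interval 0.559 to 0.695) in lymphH. *BGN* had 11.6 (95% interval 11.2 to 12.1) in lungL, with 1 count in lungH and 3 counts in lymphH.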

We observed the most dynamic expression of extracellular remodeling-associated genes in the three lungL clusters. The lungL1 cluster had distinct differences in gene expression relevant to extracellular matrix interactions (*MGP, BGN, CCN2, FN1, ITGB1*). 

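*FN1* had 103 per 10000 in lungL cluster 1 and 59.8 in lungL cluster 2, and *ITGB1* 7.93 and 9.48.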

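*SLPI* had 0.746 (95% interval 0.637 to 0.869) in lungH, 1.67 (95% interval 1.5 to 1.85) in lungL and 0.153 (95% interval 0.122 to 0.190) in lymphH per 10000 counts. *PRL2C3*, whose reads are hard to separate from those of *PRL2C2*, had 11.7 (95% interval 11.2 to 12.1) in lungH, 19.4 (95% interval 18.8 to 20.0) in lungL and 0.131 (95% interval 0.102 to 0.165) in lymphH. In bulk, its log2 fold change against MFP was lowest in lung-derived CD44 low cells, at -13.74. It was -10.62 in lung-derived and -11.33 in LN-derived CD44 high cells. The place of lung-derived CD44 low cells in this order was thus opposite between bulk and single-cell libraries, for a cause not tested. In lungL cluster 2, *SLPI* had 0.807 per 10000, against 0.869 in lungL cluster 1 and 5.82 in the lungL cells that fell into lungH cluster 2.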

LungL2 cells expressed similar genes, along with upregulated genes associated with immunosuppressive proteins (*SLPI*) and embryonic glandular hormone (*PRL2C3*). However, cells in the lungL3 cluster lacked significant expression of extracellular remodeling genes that were present in lungL1 and lungL2 cells. We investigated changes in extracellular remodeling-relevant genes (*FN1, ITGB1*) across pseudo-time and tissue of origin using Monocle2 (Fig. 6D). *FN1* had relatively low expression across lymph node populations, but increased expression was observed in lungH and lungL cells populations starting at pseudo-time 10. 

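*FN1* had 35.0 (95% interval 34.2 to 35.8) in lungH, 54.2 (95% interval 53.3 to 55.2) in lungL and 4.58 (95% interval 4.39 to 4.76) in lymphH per 10000 counts.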

*ITGB1* was prominently expressed across most lungH, lungL, and some lymphH cell clusters (Fig. 6C). However, pseudo-time analysis of the single cells only attributed a significant upregulation of *ITGB1* expression in lungL cells at the end of the pseudo-time (Fig. 6D).

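*ITGB1* had 6.50 (95% interval 6.17 to 6.85) in lungH, 8.85 (95% interval 8.46 to 9.25) in lungL and 4.05 (95% interval 3.88 to 4.23) in lymphH per 10000, and a count in 18.4%, 25.5% and 9.20% of their cells at 500 counts per cell.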

### CD44^low^ lung-derived cell lines harbor markers related to cancer stem cells and tumor dormancy

Although CD44 expression has traditionally been used as a marker of metastatic disease, recent publications have demonstrated that cellular expression of CD44 fluctuates during cancer progression [55]. This has prompted other markers to be used in parallel with CD44 when examining the metastatic potency and cancer-initiation capability of cells. Toward this end, we used scRNA-seq to probe for markers of CSC and tumor initiation in the breast cancer model (Fig. 6E). We observed an increase in stem cell-associated genes (*ALDH1A1, ECM1, ME1, ABCG2,* and *SNAI2*) with a subsequent decrease in differentiation marker, *CD24A*, in lungL1 and lungL2 clusters. 

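*ALDH1A1* had 24 counts in lungL, or 0.108 (95% interval 0.0692 to 0.161) per 10000, 2 counts in lungH and none in lymphH. *ECM1* made up 2.97 (95% interval 2.75 to 3.20) in lungH, 3.28 (95% interval 3.04 to 3.52) in lungL and 0.223 (95% interval 0.185 to 0.267) in lymphH, and *ABCG2* 0.176 (95% interval 0.126 to 0.241) in lungH and 0.216 (95% interval 0.159 to 0.287) in lungL with no count in lymphH. *ME1* stood at 1.27 (95% interval 1.13 to 1.43) in lungH, 1.10 (95% interval 0.969 to 1.25) in lungL and 1.39 (95% interval 1.29 to 1.5) in lymphH, with overlapping intervals in lungH and in both other libraries. *CD24A* had 6.33 (95% interval 6.01 to 6.67) in lungH, 4.18 (95% interval 3.92 to 4.46) in lungL and 8.19 (95% interval 7.95 to 8.44) in lymphH.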

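*HIF1A* had 1.04 (95% interval 0.914 to 1.19) in lungH, 1.97 (95% interval 1.79 to 2.17) in lungL and 1.00 (95% interval 0.919 to 1.09) in lymphH per 10000 counts, and 1.36 and 2.26 in lungL clusters 1 and 2.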

Interestingly, lungL2 had the greatest upregulation in *HIF1A*, a known marker of hypoxia and poor prognosis in breast cancer. We previously observed that cells in the lungL3 cluster separate from the other two lungL clusters (Fig. 5B). These cells have unique changes in gene expression relevant to embryonic and cancer stem cells (*KDEL1*, *PRL2C3*, *EBP1*, Additional file 1: Fig. 9). Similar to clusters lungL2 and lungL3, stem cell genes *ALDH1A1*, *ABCG2*, and *SNAI2* were upregulated in lungL3 cells. However, other stem cell-associated genes (*ME1*, *HIF1A*) were downregulated. Additionally, lungL3 cells displayed an increase in *CD24A*, a marker of cellular proliferation and decreased stemness. 

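*RARRES1* had 58 counts in lungL, or 0.261 (95% interval 0.198 to 0.338) per 10000, 2 in lungH and none in lymphH. *RARG* made up 0.407 (95% interval 0.327 to 0.5) in lungH, 0.707 (95% interval 0.601 to 0.827) in lungL and 0.382 (95% interval 0.331 to 0.439) in lymphH. *RXRA* and *RARA* were highest in lungH, at 0.520 (95% interval 0.429 to 0.624) and 0.412 (95% interval 0.331 to 0.505), against 0.216 and 0.225 in lungL. By cluster, *ALDH1A1* had 2 counts in lungL cluster 1 and 22 in lungL cluster 2.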

Similar to the bulk RNA sequencing data, we saw an increase in *ALDH1A1* expression and stem cell survival metabolomic markers from the RA family in lungL2 and lungL3 clusters that were not present in lungL1 cells. In contrast, CD44^high^ clusters lungH3, lungH2, lymphH6, and lymphH7 exhibited an increase in genes regulating growth and invasion (*ECM1*, *CD24*, *FUT8*). 

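*FUT8* had 0.819 (95% interval 0.704 to 0.947) in lungH, 0.441 (95% interval 0.358 to 0.538) in lungL and 0.267 (95% interval 0.225 to 0.315) in lymphH per 10000. In lungH cluster 2, *CD24A* had 6.84 and *ECM1* 3.07 per 10000, and in lymphH cluster 4 8.68 and 0.242.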

While these CD44^high^ clusters showed a downregulation in stem cell markers *ALDH1A1* and *ABCG2*, they did show an increase in *ALDH2*, a stem cell marker less common in breast cancer.

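*ALDH2* had 1.41 (95% interval 1.26 to 1.58) in lungH, 0.648 (95% interval 0.547 to 0.763) in lungL and 1.2 (95% interval 1.11 to 1.30) in lymphH per 10000 counts.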

We examined the changes in genes associated with cellular differentiation and stem cell capabilities (*CD24A*, *ALDH2*) using Monocle2 (Fig. 6F). *CD24A* expression was upregulated in lymph node populations and then downregulated as pseudo-time moved into the lung populations. 

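At 500 counts per cell, 24.9% of lymphH, 18.0% of lungH and 11.5% of lungL cells had a *CD24A* count.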

Upregulation of stem cell marker *ALDH2* was observed across a select amount of cells for all cell types across pseudo-time (Additional file 1: Fig. 10).

Cancer dormancy is a formidable obstacle in breast cancer research and treatment [71]. Previous work has shown that some dormant breast cancer cells have similar genomic profiles as CSCs [33, 72]. We examined whether our cell lines expressed markers of cancer dormancy and cancer stem cell-associated markers. Similarly to the bulk RNA-seq analyses, we saw an increase in genes regulating cell proliferation and increasing tumor dormancy in lungL2 cells and, to a lesser extent, lungL1 cells (Fig. 6G). This pattern was not sustained in the lungL3 subcluster. Instead, lungL3 cells showed a decrease in dormancy-associated genes *FN1*, *CD47,* and *THBS1*. 

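*THBS1* had 9.09 (95% interval 8.70 to 9.50) in lungH, 48.7 (95% interval 47.8 to 49.6) in lungL and 4.93 (95% interval 4.74 to 5.12) in lymphH per 10000 counts. *CD47* had 4.04 (95% interval 3.77 to 4.31) in lungH, 2.00 (95% interval 1.81 to 2.19) in lungL and 2.85 (95% interval 2.71 to 3.00) in lymphH, lowest in lungL.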

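*SDC1* had 2.19 (95% interval 1.99 to 2.39) in lungH, 1.35 (95% interval 1.21 to 1.52) in lungL and 0.524 (95% interval 0.464 to 0.589) in lymphH per 10000 counts. In lungL clusters 1 and 2 it had 0.869 and 1.34, and in lungH cluster 2 2.08.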

Interestingly, lungL3, lungL2, and lungH3 clusters showed increased expression of breast cancer dormancy cell-associated maker *SDC1* [73, 74]. Master regulator of morphogenesis, *SOX9* [75], was upregulated in lungL3, lymphH7, and lymphH6 subclusters. 

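*SOX9* had 1.98 (95% interval 1.8 to 2.18) in lungH, 0.824 (95% interval 0.709 to 0.953) in lungL and 5.37 (95% interval 5.17 to 5.57) in lymphH per 10000, and 4.22, 4.86, 4.81 and 5.56 in lymphH clusters 1 to 4.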

We further probed the changes in cancer dormancy-relevant genes *CTSD*, *THBS1* across pseudo-time, and tissue of origin using Monocle2. *CTSD* expression fluctuated across lymph node populations (Fig. 6H). The expression of *CTSD* was upregulated through lungH populations and plateaued in the lungL populations across pseudo-time. 

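*CTSD* had 34.8 (95% interval 34.0 to 35.5) in lungH, 15.8 (95% interval 15.3 to 16.3) in lungL and 13.4 (95% interval 13.1 to 13.7) in lymphH per 10000 counts.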

*THBS1* exponentially upregulated expression at pseudo-time 10 in lung high and lung low populations (Additional file 1: Fig. 10).

## Discussion

Breast cancer comprises cell subpopulations that are genetically and biologically different [76]. Although such intratumoral heterogeneity is critical to understanding the disease, traditional cancer cell line models have difficulties recapitulating the complexity [22, 23]. In this study, we established a novel suite of organ-derived metastatic cell lines and subsequently performed a comprehensive transcriptome analysis of cancer progression in relation to CD44 levels. Key pathways relevant to metastatic disease were found to be upregulated in the various cell types, and the main takeaways are diagrammed in Fig. 7.

**Fig. 7:**
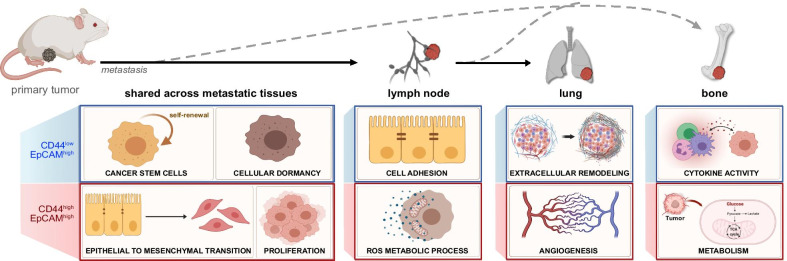
Summary of key findings from transcriptomic analysis of MMTV-PyMT-derived cell lines

CD44 expression has been extensively shown to impact breast cancer progression, controlling cellular biology and correlating with certain clinical outcomes [4–6, 17]. However, the exact roles of CD44 remain unclear in breast cancer as both high and low levels of the marker are correlated with tumor-promoting and tumor-suppressing outcomes [19–22]. In this study, we used metastatic organ-derived cell lines to investigate the effects of CD44 expression on cancer progression across different metastatic niches. As previously shown in 4T1 cell lines [77], models of metastatic breast cancer are invaluable for the advancement of the field. The MMTV-PyMT mouse model of breast cancer is the most popular transgenic preclinical system to study mammary tumor progression and metastatic disease translatable to patients [78, 79]. Here, we successfully isolated primary cell lines from four different organ-derived tissues. The cell lines were isolated based on their expression of CD44^low^/EpCAM^high^ or CD44^high^/EpCAM^high^ to examine the role of CD44 in breast cancer across the various metastatic niches (Fig. 7). The cells were expanded to use as a reproducible resource for experiments in this study and beyond. It is possible, though, that the culturing conditions altered some genomic pathways and/or skewed the levels of CD44^low^ or CD44^high^ cells in the samples.

The suite of MMTV-PyMT-derived cell lines was subjected to comprehensive transcriptome analysis using bulk RNA-seq and scRNA-seq. Although there were shared GO terms across all cell lines belonging to either CD44 signature, we identified numerous changes in gene expression that were organ-specific and could promote metastatic homing [52]. Changes in gene expression related to EMT and the metastatic cascade were also identified. As expected, distal metastatic-derived tissues such as the lung and BM had more differentially expressed genes than lymph node-derived cell lines compared to the primary tumor.

Using scRNA-seq on select organ-derived metastatic cells, we found that the cell lines exhibited a range of intratumoral heterogeneity. Although most MMTV-PyMT publications have focused on metastasis from the primary tumor to the lungs, we identified additional distal metastatic cells in the BM. 

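RANKL is encoded by *TNFSF11*, which was listed at 0 in all 4 BM libraries and had 18.9 and 14.7 TPM in lung-derived CD44 low cells alone. *SPP1* (ENSMUSG00000029304.14, chromosome 5 of mm10 from 104435118 to 104441050) had 6639.5 and 1793 TPM in BM-derived CD44 low and 9362 and 6233 TPM in BM-derived CD44 high cells against 207 and 62.3 TPM in MFP, with log2 fold changes of 4.91 (standard error 0.78, adjusted p = 0.00159) and 6.06 (standard error 0.78, adjusted p = 0.000421). *IL2* had at most 1.48 TPM in a library.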

The BM-derived cell lines showed an increase in previously published markers such as *RANKL*, *OPN* (*SPP1*), and *IL2* [4]. Further studies are necessary to better characterize these cells and increase the number of validated BM-derived DEGs (Additional file 1: Fig. 8C). Specifically, it would be prudent to examine differential gene expression within this model compared to other well-established bone-marrow metastatic models of tumor latency and cancer dormancy [4]. Collectively, these transcriptome changes could contribute to sub-clonal evolution during cancer progression across the different metastatic niches.

Although CD44 has traditionally been used to monitor cancer metastasis, recent studies from Gao and coworkers showed that its expression fluctuates during metastatic progression [55]. We observed similar changes in CD44 expression from initial isolates compared to cells used in subsequent transcriptome analysis. Furthermore, recent studies with MDA-MB-231 breast cancer models showed that CD44^low^ cells possessed stem cell like properties that CD44^high^ cells lacked [13, 59]. 

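In the single-cell libraries, *CD44* had 4.99 (95% interval 4.70 to 5.29) in lungH, 8.51 (95% interval 8.13 to 8.90) in lungL and 4.49 (95% interval 4.31 to 4.67) in lymphH per 10000 counts.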

CD44^low^ populations could regenerate both more CD44^low^ and CD44^high^ cell clusters, whereas CD44^high^ cells could only replicate themselves. We observed a similar increase in stem cell markers in CD44^low^ but not CD44^high^ cells. These results suggest that more research is needed to better understand and characterize CD44 expression in breast cancer.

Although CD44 has been correlated to metastatic progression and CSCs, the fluctuating expression levels of this marker complicate its use as a sole classifier of cellular phenotypes. There are thus many combinations of markers currently used to isolate CSCs, with no one set being universally accepted [13, 57–59]. We examined a handful of CSC markers commonly associated with breast cancer (*ALDH1A1, ABCG2, PGP, FUT4*). CSC-associated markers were found in both the bulk RNA-seq and scRNA-seq data. 

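*ABCG2* (ENSMUSG00000029802.13, chromosome 6 of mm10 from 58584523 to 58695676) had 21.4 and 28.3 TPM in lung-derived CD44 low cells, 8.56 and 10.7 TPM in lung-derived CD44 high cells and 8.57 and 2.58 TPM in MFP, a log2 difference of -1.27 (standard error 0.46, adjusted p = 0.0605) between CD44 high and CD44 low cells. *FUT4* had 0.83 and 1.16 TPM in CD44 low cells and was listed at 0 in CD44 high cells, too low to be tested.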

The expression of the CSC-associated markers was highest in lung-derived CD44^low^ cells compared to CD44^high^ cells. Upregulation of other CSC-associated markers, including the stem cell survival signaling member WNT, was also observed in the CD44low cells, corroborating our hypothesis that these cells possess stem-like properties [17]. scRNA-seq further revealed three distinct clusters for lung-derived CD44^low^ cells on the UMAP. Unlike the lung-derived CD44^high^ groups, lungL1 and lungL2 cells retained properties of stem cells but dramatically increased their expression of mesenchymal-like signaling pathways involved in cancer cell maintenance and dormancy (*TSP, TNC, BMP*) [6, 14, 16]. 

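*TNC* had 21.7 and 36.6 TPM in lung-derived CD44 low and 0.09 and 0.23 TPM in lung-derived CD44 high cells, and its MFP libraries differed, at 31.0 and 4.23 TPM. *BMP4* (ENSMUSG00000021835.15, chromosome 14 of mm10 from 46383520 to 46390669) had 840.2 and 1055 TPM in CD44 low and 128 and 216 TPM in CD44 high cells, a log2 difference of -2.50 (standard error 0.48, adjusted p = 0.00341). In the single-cell libraries the order was opposite, with *BMP4* at 1.60 (95% interval 1.44 to 1.77) in lungH and 0.5 (95% interval 0.411 to 0.602) per 10000 in lungL, while *TNC* had 154 counts in lungL and none in lungH.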

Interestingly, lungL3 was a much smaller, separate cluster that lacked the dormancy markers and instead expressed high levels of stem cell markers. The diversity of CD44^low^ clusters could be explained by heterogeneity within the different stages of metastatic progression and along the EMT spectrum. 

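The fibroblast marker *COL1A1* and *ACTA2*, which is in the list of myoepithelial or basal genes, made up 4.34 (95% interval 4.08 to 4.63) and 45.5 (95% interval 44.7 to 46.5) of every 10000 counts in lungL, and 0.0226 and 0.0588 in lungH. *DCN*, at 4091 and 4315 TPM in the bulk lung-derived CD44 low libraries, had 22 counts in lungL, or 0.0991 per 10000, and *LUM* had none.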

Another possibility is that lungL1 and lungL2 clusters comprise cancer-associated fibroblasts, while the lungL3 might be a distinct cluster of CSCs.

Breast cancer progression relies on CSCs, to initiate tumor cell growth during metastatic dissemination and colonization of new organs. Previous work from Weinberg has shown that tumor-initiating cells (TICs) originating in the luminal cell layer of the mammary gland rely on EMT-initiating transcription factors (TFs) for cellular dedifferentiation [56]. These factors activate signaling pathways distinct from TICs originating from the basal mammary gland. Bulk RNA-seq data allowed us to further characterize the lung-derived cell lines based on expression of EMT-TFs known to induce TICs. For example, increased expression of the EMT-TF Snail was observed in lung CD44^low^ cells compared to CD44^high^ cells. 

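In the bulk libraries, the difference in *SNAI2*, which encodes Slug, between lung-derived CD44 high and CD44 low cells ranged from -2.68 to -2.22 on the log2 scale with each library left out in turn.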

Although both CD44 signatures of lung-derived cells expressed the EMT-TF binding promoter and TIC master regulator *ZEB1*, lung-derived CD44^low^ cells also showed a greater increase in the basal cell-associated EMT-TF Slug as compared to CD44^high^ cells. Weinberg and others have shown that Slug and Snail both bind and regulate *ZEB1* expression [56]; however, the expression of *SLUG* is associated with breast cancers that arise from cells containing normal mammary epithelial stem cells in the basal compartment. *SLUG* expression is also associated with highly dedifferentiated breast cancer cells found in the advanced and final stages of metastatic disease. Here, we harvested MMTV-PyMT mice well after the time period sampled by Weinberg. The most striking result from the lung-derived cells was that the stem cell-associated features of tumor-initiating cells were observed most in CD44^low^ opposed to CD44^high^ expressing cells that have previously been correlated to CSCs.

Further work examining the effects of the microenvironment as a key regulator of cellular plasticity adds to the theory that “dedifferentiated” non-CSCs can undergo processes that endow them with CSC-like properties [13, 37]. These complex studies highlight the need for further investigation into the possible origins of CSCs in relation to the surrounding microenvironment. Modification of cellular metabolism along with remodeling of the tumor microenvironment can be achieved through the collective change of different groups of genes. The modulation of certain genes has been shown to subsequently facilitate CSC phenotypes that lead to metastatic colonization. Based on the gene expression changes dictating cellular metabolism and matrix remodeling, we hypothesized that lung-derived CD44^low^ cells could harbor some CSC properties.

To better understand the origins of the CD44 signatures, we examined the scRNA-seq results as they projected over pseudo-time using Monocole2. From the three different cell lines, we identified that lymph node-derived CD44^high^ cells were projected to give rise to lung-derived cells of both signatures. Based on the metastatic cascade of organ tropism, the proximal location of the lymph nodes to the primary tumor is well documented to be the initial site of metastatic lesions before advancing to the more distal lungs. Future studies would benefit from expanding the analysis to include lymph node-derived CD44^low^ cell lines to determine how this signature affects the projection of the tumor-initiating cell population.

## Conclusions

Collectively, we established organ-derived cancer cell lines from different metastatic niches. Comprehensive transcriptomic analysis was performed and revealed the impacts of heterogeneity on cancer progression. Bulk sequencing analyses uncovered tissue-specific genes across the different metastatic and primary tumor samples. We further investigated intratumoral heterogeneity by performing single-cell RNA-seq. These data will improve our understanding of the metastatic cascade and tumor heterogeneity in breast cancer, and potentially reveal new therapeutic targets.

## Supplementary Information

**Additional file 1.** Supplemental figures mentioned in main text.

**Additional file 2**. Complete list of enriched GO-terms and genes from the enriched pathway analysis from Fig 1B.

**Additional file 3**. Differential gene analysis comparing metastatic tissue-derived cell line (CD44^high^ BM) against the MFP-derived cell line (primary tumor).

**Additional file 4**. Differential gene analysis comparing metastatic tissue-derived cell line (CD44^low^ BM) against the MFP-derived cell line (primary tumor).

**Additional file 5**. Differential gene analysis comparing metastatic tissue-derived cell line (CD44^high^ lung) against the MFP-derived cell line (primary tumor).

**Additional file 6**. Differential gene analysis comparing metastatic tissue-derived cell line (CD44^low^ lung) against the MFP-derived cell line (primary tumor).

**Additional file 7**. Differential gene analysis comparing metastatic tissue-derived cell line (CD44^high^ LN) against the MFP-derived cell line (primary tumor).

**Additional file 8**. Differential gene analysis comparing metastatic tissue-derived cell line (CD44^low^ LN) against the MFP-derived cell line (primary tumor)

**Additional file 9**. Differentially expressed gene analysis comparing CD44^low^ and CD44^high^ samples derived from bone marrow.

**Additional file 10**. Differentially expressed gene analysis comparing CD44^low^ and CD44^high^ samples derived from lung tissue.

**Additional file 11**. Differentially expressed gene analysis comparing CD44^low^ and CD44^high^ samples derived from lymph node tissue.

**Additional file 12**. Complete list of enriched GO-terms and upregulated genes for CD44^high^ samples across all tissues (from Fig 3A).

**Additional file 13**. Complete list of enriched GO-terms and upregulated genes for CD44^low^ samples across all tissues (from Fig 3A).

**Additional file 14**. Complete list of enriched GO-terms and upregulated genes from CD44^high^ vs. CD44^low^ lymph node-derived samples (Fig 3B).

**Additional file 15**. Complete list of enriched GO-terms and upregulated genes from CD44^low^ vs. CD44^high^ lymph node-derived samples (Fig 3B).

**Additional file 16**. Complete list of enriched GO-terms and upregulated genes from CD44^high^ vs. CD44^low^ lung-derived samples (Fig 3C).

**Additional file 17**. Complete list of enriched GO-terms and upregulated genes from CD44^low^ vs. CD44^high^ lung-derived samples (Fig 3C).

## Data Availability

Not applicable**.**

## Abbreviations

BM: Bone marrow
CSC: Cancer stem cells
DEGs: Differentially expressed genes
EMT: Epithelial to mesenchymal transition
L: Lungs
LN: Lymph nodes
LungH: Lung-derived CD44^high^
LungH1: Lung-derived CD44^high^ cluster 1
LungH2: Lung-derived CD44^high^ cluster 2
LungH3: Lung-derived CD44^high^ cluster 3
LungL: Lung-derived CD44^low^
LungL1: Lung-derived CD44^low^ cluster 1
LungL2: Lung-derived CD44^low^ cluster 2
LungL3: Lung-derived CD44^low^ cluster 3
LymphH: LN-derived CD44^high^
LymphH1: LN-derived CD44^high^ clusters 1
LymphH2: LN-derived CD44^high^ clusters 2
LymphH3: LN-derived CD44^high^ clusters 3
LymphH4: LN-derived CD44^high^ clusters 4
LymphH5: LN-derived CD44^high^ clusters 5
LymphH6: LN-derived CD44^high^ clusters 6
LymphH7: LN-derived CD44^high^ clusters 7
MET: Mesenchymal to epithelial transition
MFP: Mammary fat pad
RA: Retinoic acid
RNA-seq: Bulk RNA-sequencing
scRNA-seq: Single-cell RNA-seq
TFs: Transcription factors
TICs: Tumor-initiating cells

## References

[1] Waks AG, Winer EP (2019). Breast cancer treatment: a review. JAMA.

[2] Vanharanta S, Massague J (2013). Origins of metastatic traits. Cancer Cell.

[3] Steeg PS (2016). Targeting metastasis. Nat Rev Cancer.

[4] Hanahan D, Weinberg RA (2011). Hallmarks of cancer: the next generation. Cell.

[5] Harbeck N (2019). Breast cancer. Nat Rev Dis Primers.

[6] Montagner M, Sahai E (2020). In vitro models of breast cancer metastatic dormancy. Front Cell Dev Biol.

[7] Cai Y (2017). Transcriptomic dynamics of breast cancer progression in the MMTV-PyMT mouse model. BMC Genom.

[8] Zheng W (2019). Lung mammary metastases but not primary tumors induce accumulation of atypical large platelets and their chemokine expression. Cell Rep.

[9] Olsen TK, Baryawno N (2018). Introduction to single-cell RNA sequencing. Curr Protoc Mol Biol.

[10] Yeo S.K. et al. Single-cell RNA-sequencing reveals distinct patterns of cell state heterogeneity in mouse models of breast cancer. Elife 2020;9.10.7554/eLife.58810PMC744744132840210

[11] Li H (2017). Reference component analysis of single-cell transcriptomes elucidates cellular heterogeneity in human colorectal tumors. Nat Genet.

[12] Perlman RL (2016). Mouse models of human disease: an evolutionary perspective. Evol Med Public Health.

[13] Li Y, Laterra J (2012). Cancer stem cells: Distinct entities or dynamically regulated phenotypes?. Cancer Res.

[14] De Angelis ML (2019). Stem cell plasticity and dormancy in the development of cancer therapy resistance. Front Oncol.

[15] Takebe N, Ivy SP (2010). Controversies in cancer stem cells: targeting embryonic signaling pathways. Clin Cancer Res.

[16] Ghajar CM (2013). The perivascular niche regulates breast tumour dormancy. Nat Cell Biol.

[17] Ma J (2012). Characterization of mammary cancer stem cells in the MMTV-PyMT mouse model. Tumour Biol.

[18] Kersten K, Salvagno C, de Visser KE (2015). Exploiting the immunomodulatory properties of chemotherapeutic drugs to improve the success of cancer immunotherapy. Front Immunol.

[19] Crabtree JS, Miele L. Breast cancer stem cells. Biomedicines. 2018;6(3):94.10.3390/biomedicines6030077PMC616389430018256

[20] Fico F (2019). Breast cancer stem cells with tumor- versus metastasis-initiating capacities are modulated by TGFBR1 inhibition. Stem Cell Rep.

[21] Lobba AR (2012). Differential expression of CD90 and CD14 stem cell markers in malignant breast cancer cell lines. Cytometry A.

[22] Haynes B (2017). Breast cancer complexity: implications of intratumoral heterogeneity in clinical management. Cancer Metastasis Rev.

[23] Liu J, Dang H, Wang XW (2018). The significance of intertumor and intratumor heterogeneity in liver cancer. Exp Mol Med.

[24] Gomez-Cuadrado L (2017). Mouse models of metastasis: progress and prospects. Dis Model Mech.

[25] Lawson DA (2015). Single-cell analysis reveals a stem-cell program in human metastatic breast cancer cells. Nature.

[26] Liao X, Makris M, Luo XM (2016). Fluorescence-activated cell sorting for purification of plasmacytoid dendritic cells from the mouse bone marrow. J Vis Exp..

[27] Marhaba R (2008). CD44 and EpCAM: cancer-initiating cell markers. Curr Mol Med.

[28] Guy CT, Cardiff RD, Muller WJ (1992). Induction of mammary tumors by expression of polyomavirus middle T oncogene: a transgenic mouse model for metastatic disease. Mol Cell Biol.

[29] Dobin A (2013). STAR: ultrafast universal RNA-seq aligner. Bioinformatics.

[30] Li B, Dewey CN (2011). RSEM: accurate transcript quantification from RNA-Seq data with or without a reference genome. BMC Bioinf.

[31] Robinson MD, McCarthy DJ, Smyth GK (2010). edgeR: a Bioconductor package for differential expression analysis of digital gene expression data. Bioinformatics.

[32] Bray NL (2016). Near-optimal probabilistic RNA-seq quantification. Nat Biotechnol.

[33] Hen O, Barkan D (2020). Dormant disseminated tumor cells and cancer stem/progenitor-like cells: Similarities and opportunities. Semin Cancer Biol.

[34] Cardoso F (2016). 70-gene signature as an aid to treatment decisions in early-stage breast cancer. N Engl J Med.

[35] van 't Veer LJ, et al. Gene expression profiling predicts clinical outcome of breast cancer. Nature. 2002;415(6871):530–6.10.1038/415530a11823860

[36] Institute NC. Diagnosis and staging. About Cancer 2019 [cited 2020; Available from: https://www.cancer.gov/about-cancer/diagnosis-staging/diagnosis.

[37] Takebe N, Warren RQ, Ivy SP (2011). Breast cancer growth and metastasis: interplay between cancer stem cells, embryonic signaling pathways and epithelial-to-mesenchymal transition. Breast Cancer Res.

[38] Feng Y (2018). Breast cancer development and progression: risk factors, cancer stem cells, signaling pathways, genomics, and molecular pathogenesis. Genes Dis.

[39] Evans MK (2016). X-linked inhibitor of apoptosis protein mediates tumor cell resistance to antibody-dependent cellular cytotoxicity. Cell Death Dis.

[40] Altieri DC (2008). Survivin, cancer networks and pathway-directed drug discovery. Nat Rev Cancer.

[41] Wasinski B (2020). Discoidin domain receptors, DDR1b and DDR2, promote tumour growth within collagen but DDR1b suppresses experimental lung metastasis in HT1080 xenografts. Sci Rep.

[42] Xu X (2005). Matrix metalloproteinase-2 contributes to cancer cell migration on collagen. Cancer Res.

[43] Morandi EM (2016). ITGAV and ITGA5 diversely regulate proliferation and adipogenic differentiation of human adipose derived stem cells. Sci Rep.

[44] Heldin CH (2013). Targeting the PDGF signaling pathway in tumor treatment. Cell Commun Signal.

[45] Atsumi T (2002). High expression of inducible 6-phosphofructo-2-kinase/fructose-2,6-bisphosphatase (iPFK-2; PFKFB3) in human cancers. Cancer Res.

[46] Li N, Spetz MR, Ho M (2020). The role of glypicans in cancer progression and therapy. J Histochem Cytochem.

[47] Nguyen DX, Bos PD, Massague J (2009). Metastasis: from dissemination to organ-specific colonization. Nat Rev Cancer.

[48] Minn AJ (2005). Genes that mediate breast cancer metastasis to lung. Nature.

[49] Obenauf AC, Massague J (2015). Surviving at a distance: organ-specific metastasis. Trends Cancer.

[50] Westbrook JA (2016). CAPG and GIPC1: breast cancer biomarkers for bone metastasis development and Treatment. J Natl Cancer Inst..

[51] Sun J (2019). Overexpression of CENPF correlates with poor prognosis and tumor bone metastasis in breast cancer. Cancer Cell Int.

[52] Chen W (2018). Organotropism: new insights into molecular mechanisms of breast cancer metastasis. NPJ Precis Oncol.

[53] Ross C (2020). Metastasis-specific gene expression in autochthonous and allograft mouse mammary tumor models: stratification and identification of targetable signatures. Mol Cancer Res.

[54] Wood SL, Brown JE (2020). Personal medicine and bone metastases: biomarkers, micro-RNAs and bone metastases. Cancers (Basel)..

[55] Yang C (2019). Inducible formation of leader cells driven by CD44 switching gives rise to collective invasion and metastases in luminal breast carcinomas. Oncogene.

[56] Ye X (2015). Distinct EMT programs control normal mammary stem cells and tumour-initiating cells. Nature.

[57] Nowell PC (1976). The clonal evolution of tumor cell populations. Science.

[58] Sachidanandam R, et al. A map of human genome sequence variation containing 1.42 million single nucleotide polymorphisms. Nature 2001;409(6822):928–33.10.1038/3505714911237013

[59] Chen K, Fraley SI (2020). Abstract 5706: Identifying regulators of cancer heterogeneity with phenotypic sorting and single cell sequencing. Can Res..

[60] Weigelt B, Peterse JL, van 't Veer LJ. Breast cancer metastasis: markers and models. Nat Rev Cancer. 2005;5(8):591–602.10.1038/nrc167016056258

[61] Quail DF, Joyce JA (2013). Microenvironmental regulation of tumor progression and metastasis. Nat Med.

[62] Nagai T (2020). Tactics of cancer invasion: solitary and collective invasion. J Biochem.

[63] Huang T (2017). Thrombospondin-1 is a multifaceted player in tumor progression. Oncotarget.

[64] Iliopoulos D (2011). Inducible formation of breast cancer stem cells and their dynamic equilibrium with non-stem cancer cells via IL6 secretion. Proc Natl Acad Sci USA.

[65] Plaks V, Kong N, Werb Z (2015). The cancer stem cell niche: HOW essential is the niche in regulating stemness of tumor cells?. Cell Stem Cell.

[66] Yi Y (2020). Transcriptional suppression of AMPKalpha1 promotes breast cancer metastasis upon oncogene activation. Proc Natl Acad Sci USA.

[67] Yang L (2020). Targeting cancer stem cell pathways for cancer therapy. Signal Transduct Target Ther.

[68] Tomita H (2016). Aldehyde dehydrogenase 1A1 in stem cells and cancer. Oncotarget.

[69] Vassalli G (2019). Aldehyde dehydrogenases: not just markers, but functional regulators of stem cells. Stem Cells Int.

[70] Barney LE (2020). Tumor cell-organized fibronectin maintenance of a dormant breast cancer population. Sci Adv..

[71] Kim RS, et al. Dormancy signatures and metastasis in estrogen receptor positive and negative breast cancer. PLoS ONE 2012;7(4):e35569.10.1371/journal.pone.0035569PMC332948122530051

[72] Sosa MS, Bragado P, Aguirre-Ghiso JA (2014). Mechanisms of disseminated cancer cell dormancy: an awakening field. Nat Rev Cancer.

[73] Ibrahim SA (2017). Syndecan-1 is a novel molecular marker for triple negative inflammatory breast cancer and modulates the cancer stem cell phenotype via the IL-6/STAT3, Notch and EGFR signaling pathways. Mol Cancer.

[74] Gotte M (2006). Predictive value of syndecan-1 expression for the response to neoadjuvant chemotherapy of primary breast cancer. Anticancer Res.

[75] Grimm D (2020). The role of SOX family members in solid tumours and metastasis. Semin Cancer Biol.

[76] Martelotto LG (2014). Breast cancer intra-tumor heterogeneity. Breast Cancer Res.

[77] Aslakson CJ, Miller FR (1992). Selective events in the metastatic process defined by analysis of the sequential dissemination of subpopulations of a mouse mammary tumor. Cancer Res.

[78] Lifsted T (1998). Identification of inbred mouse strains harboring genetic modifiers of mammary tumor age of onset and metastatic progression. Int J Cancer.

[79] Le Voyer T (2000). An epistatic interaction controls the latency of a transgene-induced mammary tumor. Mamm Genome.

How the deposited data were processed for this re-analysis (not part of the article)

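Bulk RNA-seq was measured in 14 libraries of cultured cells, 2 for each of 7 groups: MFP, and the CD44 low and CD44 high cells of LN, BM and lung. The authors made cDNA with a modified SMART-seq2 protocol, aligned reads with STAR to mm10, quantified them with RSEM on GENCODE v21, and deposited TPM values that sum to the same total in each library. The annotation used here, vM21, held all of the deposited gene identifiers. The authors' own comparisons used the exact test of edgeR on read counts, which are not used here, and since only a minimum depth of 10 M reads is stated, the counting error of low values could not be computed for each library. Replicates were separate clonal isolates, and no batch is given for any library. MFP carries no CD44 status in the deposited records and was treated as 1 group.

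Genes with at least 1 TPM in at least 2 of the 14 libraries were tested, 15348 of 55450. Values were taken as log2(TPM + 1) and fitted with lmFit and eBayes (trend=TRUE) of limma 3.58.1 in R 4.3.3 as 7 group means, with 7 residual degrees of freedom. Each of the 6 tissue-derived groups was compared with MFP, CD44 high with CD44 low cells within each organ, and the CD44 difference in lung with those in LN and in BM by an interaction contrast. A further fit of the 12 LN, BM and lung libraries compared the 6 CD44 high with the 6 CD44 low libraries, with organ as a term. DEGs had an absolute log2 fold change over 2 and a Benjamini-Hochberg adjusted p under 0.05 over all genes of a comparison. For genes that the paper lists, p was also adjusted over the list alone. For *CD44* itself, the 6 against 6 libraries were compared by an exact permutation test. The named genes are every gene that the results or discussion of the paper name for a group, every gene of the panels of Figs. 1D, 2, 4, 5 and 6, and for each comparison the 3 largest rises and the 3 largest falls among DEGs with both libraries of one group above both of the other. Together these are 269 genes.

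The bulk procedure was tested on simulated data, with 200 genes shifted by 3 on the log2 scale in a comparison of groups without other differences. These genes were drawn only from those with a mean log2(TPM + 1) above that shift, so recovery of low genes was not tested. The procedure recovered 86.5% to 91.5% of them against MFP, 88.5% to 90% within an organ, 75% for each interaction and 97.5% across tissues. There were 1 to 8 false calls per comparison. Across tissues, every organ got the same shift, so the 97.5% does not cover a CD44 difference that varies between organs. A further 100 simulations of unchanged groups gave the number of DEGs shared between groups under independent noise for each gene and library.

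Single-cell libraries were made on the ddSeq platform with SureCell chemistry for lung-derived CD44 high (lungH), lung-derived CD44 low (lungL) and LN-derived CD44 high cells (lymphH), 1 library each. The authors assigned barcodes with Ddseeker and a custom script, quantified with kallisto, and deposited unfiltered whole-number counts per gene and barcode. Cells with more than 250 genes and less than 10% of counts in 13 mitochondrial genes were kept, as in the methods of the paper, out of 35849 genes. The kept cells held 2210623, 2220759 and 5287425 counts in lungH, lungL and lymphH, 69.2%, 74.3% and 92.9% of each total. Counts were summed over the cells of a library or cluster and given per 10000 with exact Poisson 95% intervals, which leave out the variation between cultures. With scanpy 1.11.5, values per 10000 were log-transformed and cells clustered on 2000 variable genes among those in at least 3 cells, 20 principal components, 15 neighbours and Leiden clustering (igraph 0.11.9) at resolution 0.8 with seed 0, and doublets were called with Scrublet. A cluster was named after the library that gave most of its cells, and its leading genes were the 10 with the largest ratio to the other cells after 0.5 per 10000 was added. Tables were handled with Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, anndata 0.12.19 and data.table 1.17.8.

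The alternatives for the bulk data were a pseudocount of 0.1, no filter on low TPM (31466 genes), a filter of at least 5 TPM (11508 genes), TPM divided by the median ratio to the geometric mean over 8694 genes with at least 1 TPM in all libraries, the replicate number as a block, the unadjusted p, fits of only the groups compared, and each library left out in turn. Across tissues, the fit was repeated without organ and as the average of the 3 differences within organs, and the group with the highest value was also taken by the lower of its 2 libraries. For single cells they were a minimum of more than 500 genes, a mitochondrial limit of 20% or none, resolutions of 0.4 and 1.2, removal of called doublets, the mean of per-cell values and all barcodes. The comparisons, thresholds, named-genes rule, marker lists and these alternatives were set before the data were examined. Added after the data were seen were the removal of each library's trend on GC content and log transcript length (splines with 4 degrees of freedom), and the scaling of genes to unit variance before the principal components. The marker lists were epithelial, fibroblast, myoepithelial or basal, macrophage, endothelial and cycling genes.

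Pathway enrichment was not repeated, since no pathway database was at hand, and pseudo-time was not analysed here. The supplementary gene tables of the authors were used only to compare values, and only for the first genes in alphabetical order that they hold here. Western blots, proliferation assays and flow cytometry are outside the deposited files and were not analysed here.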

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

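The tests of GC content and transcript length and of exchanged CD44 labels were chosen only after the results were seen.

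Between lung and the other organs, the CD44 difference was not the same for many genes. In the interaction test of limma, 1594 genes had a CD44 high against CD44 low difference in lung that differed from that in LN past the DEG thresholds, 520 of them with a higher and 1074 with a lower value in lung. Against BM, 1329 genes did, 425 higher and 904 lower. With each library left out in turn, the counts were 1277 to 1899 and 1128 to 1777. Against BM, the size of the excess of lower genes depended on which of the 2 BM CD44 low libraries was kept, and these differed. The first correlated with the BM CD44 high libraries at 0.951 and 0.945 (Spearman), the second at 0.886 and 0.887. The interaction counts stand out because the difference between organs was itself tested.

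Several technical explanations can be weighed against the tables. With each library's trend on GC content and transcript length removed, the counts were 1621 and 1374, which argues against that trend as the whole cause. Scaling by median ratios gave 1660 and 1338, so an overall shift between libraries does not account for the counts either. An exchange of the CD44 labels in LN would turn genes that follow CD44 the opposite way there. Among genes that separated the same way in BM and lung, 34.9% of those that separate the LN groups ran the opposite way. These genes were not shown to follow CD44, so an exchange stays open. Differences in depth above the stated minimum of 10 M reads stay open, since TPM values hold no read numbers, as does a culture effect shared by the 2 libraries of a group. Cells of a fibroblast type in the lung-derived CD44 low cultures could also produce such a difference. A subset of 6 of the 10 listed epithelial genes had a median log2 difference of -8.77 from LN and MFP in these cultures. In lung-derived CD44 high cells it was -6.33. A biological difference between organs in what CD44 marks, which the design allows, stays among the open explanations.

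*DCN*, which the paper does not discuss, had a mean of 4203 TPM in the lung-derived CD44 low libraries and 0.32 and 0 TPM in MFP, and stands out as a signal above the level of MFP in a gene outside those the paper discusses, named from a marker list after its values were seen. In lung-derived CD44 high cells it had 166 and 78.9 TPM, and at most 1.75 TPM in an LN or BM library. Of the 10 fibroblast markers, which include *DCN*, 10 were above MFP without overlap in lung-derived CD44 low and 5 in lung-derived CD44 high cells. The latter is no more than the 7 and 5 of BM-derived CD44 low and CD44 high cells, and the LN groups had 4 and 3. Others in lung-derived CD44 low cells were *COL1A1*, at 83.3 and 257 TPM, and *LUM*, at 362 and 218 TPM. The lungL library held 22 counts of *DCN* and none of *LUM*, while *COL1A1* had 4.34 per 10000, so a source of *DCN* and *LUM* would have to differ between the bulk and single-cell cultures or their chemistries. Cells of a fibroblast type in the cultures are a candidate explanation, with the subset of 6 epithelial genes lower by a median log2 difference of -8.77. An EMT of tumor cells would lower the same genes. Both stay open, and so does a difference in time in culture, which was not tested.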

How the results depend on the processing

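The tests with the GC and length trend removed and with genes scaled to unit variance were chosen only after the data were seen. Counts of DEGs were taken as changed when they moved by more than 1.5 times. No filter on low TPM, a filter of at least 5 TPM, scaling by median ratios and removal of the GC and length trend, which was not run across tissues, left every count of DEGs within 1.5 times of the value reported.

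A pseudocount of 0.1 in place of 1 raised the DEGs against MFP to 1876 and 1430 in LN-derived CD44 high and CD44 low cells (from 940 and 735), 2195 and 2056 in BM-derived cells (from 1177 and 1099), and 3286 in lung-derived CD44 high cells (from 2065). The lung CD44 comparison rose to 2666 from 1732, and the totals of LN and BM to 2123 and 2546, while the other 8 counts stayed within 1.5 times. A smaller pseudocount enlarges the fold changes of genes near 0 by its construction, and whether this alone made the difference was not tested.

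The 2 small within-organ counts depended on the test. In LN and BM, CD44 high and CD44 low cells differed in 32 and 16 genes, in 118 and 123 at an unadjusted p under 0.05, and in 0 and 0 genes in limma fits of only the 4 libraries compared, which leave 2 residual degrees of freedom. Such fits gave 313 DEGs in LN-derived and 660 in BM-derived CD44 low cells against MFP. Across tissues, limma called 0 genes, 144 at an unadjusted p under 0.05 and 156 as the average of the 3 differences within organs, which takes its error from the fit of 7 groups. The cause was not tested.

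Leaving out 1 library leaves its group with 1, and that lone library is assumed to vary like the other groups. The DEGs of BM-derived CD44 low cells against MFP then ranged from 962 (without the second MFP library) to 1781 (without the first BM CD44 low library), the BM total from 1234 to 2147, the CD44 comparison in BM from 13 to 975 and that in LN from 12 to 103. The lowest LN count came without the first LN CD44 high and the highest without the second LN CD44 low library, and the highest BM counts without the first BM CD44 low library. Across tissues, 12 fits gave 0 to 3 DEGs, with the 3 called only without that same BM library. Without it, the second BM CD44 low library stands alone for its group. The second library correlated less with the BM CD44 high libraries, at 0.886 and 0.887 against 0.951 and 0.945 for the first. Why the 2 libraries differ was not tested, nor was the cause of the LN shifts. Other counts stayed within 1.5 times in these fits, such as 1841 to 2201 for lung-derived CD44 high and 2590 to 2919 for lung-derived CD44 low cells.

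For 225 named genes and comparisons, leaving out 1 library gave 3150 values, of which 3068 kept direction and side of the threshold, 68 lost and 14 gained the call, and 0 reversed. These changes fell on 27 genes and comparisons. Scaling kept 224 and a pseudocount of 0.1 213 of the 225, with 2 calls lost and 10 gained under the latter.

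Median-ratio scaling shifted the median log2 fold change of all genes by more than 0.1 in several comparisons: from -0.30 to 0.02 and from -0.18 to 0.02 in LN-derived CD44 high and CD44 low cells against MFP, from -0.34 to 0.04 and from -0.04 to 0.11 in BM-derived cells, and from -0.13 and -0.20 to 0 between CD44 high and CD44 low cells in LN and BM. The medians of the interactions moved from 0.06 to -0.08 (lung against LN) and from 0.18 to -0.02 (lung against BM). The share of DEGs that were higher moved with it, from 47.4% to 64.9% in BM-derived and from 39.9% to 58.6% in LN-derived CD44 high cells against MFP, and from 56.2% to 69.2% between the CD44 groups of LN. Changes in LN- and BM-derived cells that are smaller than these shifts therefore have no secure direction.

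With the replicate number as a block, 4641 genes were DEGs in at least 1 comparison, every count stayed within 1.5 times, and of the named genes *XIAP* in lung-derived CD44 high cells against MFP lost its call. Differences between replicates 1 and 2 correlated between groups at -0.194 to 0.168 over 21 pairs of groups, so the samples share only a number and the block corrects for nothing known.

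For single cells, a minimum of more than 500 genes lowered the cells to 221 in lungH, 348 in lymphH and 804 in all, by its construction. LungH split into 4 clusters at resolution 1.2, lungL into 1 at resolution 0.4, and all cells into 13 at resolution 1.2, where 8 were reported and removal of doublets and scaling to unit variance gave 9 and 7. The resolution sets the number of clusters by its construction. Of 144 named genes, the library with the highest value was the same for 139 with that minimum, 134 with all barcodes and 127 with the mean of per-cell values. Depth limits what a cluster shows: at medians of 540 to 738 counts per cell in the shallow clusters, a gene missing from a cell is no evidence that the cell lacks it. For the bulk libraries the methods state a minimum of 10 M reads, and the lowest level that each library could have shown was not computed, since its own depth is not in the TPM values.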

Differences from the paper's values

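None of the tests in this part was chosen after its result was seen. The paper gives 1753 DEGs against MFP for LN-derived and 2985 for BM-derived cells, and the values here were 1075 and 1393. Among the alternatives set before the data were examined, the LN count came within 1.5 times of the paper's with a pseudocount of 0.1 (2123) and without the first LN CD44 low library (1242), and the BM count with a pseudocount of 0.1 (2546) and without the first BM CD44 low library (2147). The filters on TPM, median-ratio scaling, the replicate block, the unadjusted p, fits of only the groups compared and the other 13 fits that left out 1 library did not close either gap. The paper's gene signatures across all cells hold 374 genes for CD44 low and 276 for CD44 high cells, where limma called 0 and 0 here. No alternative closed this gap, and the unadjusted p gave 128 and 16 genes.

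The paper counts 1694 lymphH cells, against 2562 here, and the gap stayed with more than 500 genes (348), with a mitochondrial limit of 20% (2805) and without that limit (2857). The counts that the paper gives per library do not add up to its stated total of 4124 cells, and the total here was 4146. For clusters, the paper gives 13 in all and 7 for lymphH, against 8 and 4 here. At resolution 1.2 the counts were 13, the paper's value, and 6, within 1.5 times of it. A minimum of more than 500 genes (10) and removal of doublets (9) brought the count of all clusters within 1.5 times but not that of lymphH (4 in both), and resolution 0.4 neither, at 6 and 3.

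The log2 fold change of *ALDH1A1* against MFP is 7.16 in lung-derived CD44 high and 12.98 in lung-derived CD44 low cells in the paper, from read counts, and was 2.81 and 9.03 here on the log2(TPM + 1) scale. A pseudocount of 0.1 gave 4.98 and 11.50, and neither this nor median-ratio scaling or the block closed the gap. For *BCL9* between lung-derived CD44 high and CD44 low cells the paper gives 0.25, against -0.75 here, and the sign was the same under these 3 alternatives. Across the genes of the authors' supplementary tables that could be compared, only the first 1989 to 1991 of each in alphabetical order, fold changes correlated with those here at 0.855 to 0.889. The authors also call 83.3% to 100% of the DEGs found here per comparison, 23.8% to 61.4% of theirs were DEGs here, and no gene was called in opposite directions.

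In its text, the paper lists *SURVIVIN*, *XIAP* and *BCL9* among transcripts of lung-derived CD44 low cells that are lower in lung-derived CD44 high cells. Between CD44 high and CD44 low cells, *XIAP* and *BCL9* were lower here too, at log2 differences of -0.90 and -0.75, neither of them called. *BIRC5*, which encodes survivin, was not lower, at 0.17. Against MFP, *BIRC5* changed by -5.52 in CD44 low cells, and *XIAP* and *BCL9* rose in CD44 high cells by 2.51 and 3.75. The *XIAP* rise was not called with the replicate number as a block. These values against MFP differ from the text alone. The authors' supplementary tables give -5.70 for *BIRC5* in CD44 low and 4.18 for *BCL9* in CD44 high cells, with the same signs as here. The paper gives 6 cell adhesion genes for the cluster of lung-derived CD44 high cells, none of which was higher there than in CD44 low cells here, with *MMP2* at a log2 difference of -7.60, *THBS1* at -3.35, *HOXA7* at -4.48 and *TGFB2* at -1.91. Of its locomotion genes, *PDGFA* was lower than MFP in CD44 high cells, and *ITGAV* and *ITGB1BP1* did not differ. Of 3 metabolic genes it describes as higher in both lung lines, *SDC3* was lower than MFP in CD44 high cells (-2.61), *PFKFB3* was not higher there (-0.47), and *GPC3* was listed at 0 in 13 libraries.

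The paper describes *ID1* as higher in lung-derived cells, and it was lower than MFP, by a log2 difference of -0.85 in CD44 high cells. It reports *IGFBP3* in the LN lines and *CXCR4* in the BM lines, both listed at 0 there, and *CCL2* in the BM lines, which was highest in MFP. *PTGS2*, which it names for LN, was below MFP in LN-derived CD44 high cells (-1.61), and *IRF5* stayed under 2.5 TPM. The paper ranks mesenchymal markers as highest in lung-derived CD44 high cells, where 3 of 5 had a higher mean than in CD44 low cells, none of them called, while *SPARC* (-1.18) was lower and *ZEB1* equal. It describes *SNAI1* as raised in both lung lines, and in CD44 high cells it fell by 2.73 on the log2 scale against MFP. *CD63*, which it ranks highest in CD44 low cells, and *FOXC1*, which it ranks higher in CD44 high cells, differed between these by 0.35 and -0.09.

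The paper names *CD36* and *CD274* for lung-derived cells, both under 1 TPM there, and *PGRMC1* as specific to CD44 low cells, which did not differ. For BM it names *RANKL*, whose gene *TNFSF11* was listed at 0 there, and *IL2*, which stayed under 1.5 TPM.

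Some genes changed in the paper's direction without being called here, and were called under an alternative. With a pseudocount of 0.1 these were *MMP2*, *HSPG2* and *FOXC1* in lung-derived CD44 high cells against MFP, *FOXC1*, *RARB* and *EREG* in CD44 low cells, *ZEB1* in LN-derived CD44 high cells, and *CDKN2A* and *SHC2* between the lung CD44 groups. Without 1 library these were *FOXC1* and *EREG* again, *IDH1* in lung-derived CD44 high cells (2.04 without the second), *CDH1* in LN-derived CD44 high cells, and *CDKN2A* and *RARG* between the lung CD44 groups (-2.10 and -2.28 without the first CD44 high library).

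In the single-cell data, the paper describes 3 growth inhibition genes as higher in lungL, of which *CCND3* was higher there than in both other libraries, while *CDKN1A*, at 1.30 per 10000, was within counting error of lymphH, and *CDKN1B*, at 0.117, of both other libraries. *CDH2*, which it places mainly in lymphH, had 3.03 per 10000 in lungH and 3.14 in lymphH. It describes *ECM1* and *FUT8* as raised in CD44 high clusters of lung and LN, and both were lowest in lymphH, at 0.223 and 0.267. *BMP4*, which stands for the BMP signal it describes as higher in lungL, had 0.5 in lungL and 1.60 in lungH.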

Other observations

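The tests of neighbouring genes, of exchanged labels and of chromosome 4 were chosen only after the patterns were seen.

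Marker lists show how far the lung-derived cells stood from the other groups. Of 10 epithelial genes, 8 had at least 1 TPM in both libraries of each LN and BM group. Of 10 fibroblast genes, 3 or 4 did in the LN and BM groups, and 1 of the list is in a panel of the study. Of 6 cycling genes, all in panels of the study, 6 did in MFP and in the LN and BM groups, 1 in lung-derived CD44 low and 0 in lung-derived CD44 high cells. Of 6 myoepithelial or basal genes, 2 of them in panels, 1 or 2 did in every group, of 7 macrophage genes 1, and of 5 endothelial genes 0, with none of the latter 2 lists in panels. No gene is in more than 1 list. The median of the cycling genes was 3.075 TPM in lung-derived and 86.15 TPM in LN-derived CD44 high cells. In the single-cell libraries, *MKI67*, *TOP2A*, *CENPF* (1.307 against 0.5636 per 10000) and *CCNB1* (1.855 against 1.116) were instead higher in lungH than in lymphH. *BIRC5* was lower, at 1.678 against 8.779, and *AURKA* was within counting error. Bulk and single-cell libraries thus disagree on most of these genes, and the cause was not tested. A subset of 6 of the 10 epithelial genes was compared further: *EPCAM*, *KRT8*, *KRT18*, *CDH1*, *CLDN3* and *CLDN7*. In lung-derived CD44 low cells these fell by at least 2.79 on the log2 scale against LN and MFP, with a median log2 difference of -8.77. The rest of the list was left out of this median. A small share of other cells would leave the epithelial genes near their level, which argues against it, and macrophages or endothelial cells would also bring their own markers. Cells of a fibroblast type may explain the pattern, as may an EMT, and the lists do not separate these.

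If the lung-derived cells were of another lineage, stretches of neighbouring genes silent in every other group might be open in them. Among 83 genes under 0.5 TPM in MFP, LN and BM and at 1 TPM or more in lung, 0 runs of at least 3 neighbours were found, where 1000 shuffles of the gene order gave a mean of 0.008 and at most 1. Of 10 combinations of silent and expressed groups tried, the most runs were 12 for genes silent in lung-derived CD44 high and expressed in CD44 low cells (at most 9 shuffled). Genes silent in MFP gave 6 runs when expressed in LN and BM and 5 when expressed in lung, genes silent in lung and expressed in MFP 6, and genes silent in LN and BM and expressed in MFP 3, against at most 2, 2, 3 and 1 in shuffled orders. The other 4 combinations gave 0 or 1. Lineage and a change within tumor cells cannot be told apart for these genes, since the number of genes is small and expression alone holds no mark of origin.

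The paper sorted cells on CD44 protein, and *CD44* mRNA was not higher in the libraries labelled CD44 high. Exchanged labels in LN are a candidate explanation. Of 2014 genes whose CD44 groups separated the same way in BM and lung, 522 did so in LN, 280 separated the opposite way, or 34.9% of those that separated, and 1212 did neither. By chance, 33.3% of genes separate 2 libraries from 2, with as many in each direction. An exchange would have turned most of the 2014 genes only if they follow CD44, which was not shown. TPM was not scaled here, and the median log2 difference of CD44 high from CD44 low cells over all genes was -0.13 in LN and -0.20 in BM. Such a shared shift can by itself give an excess in the same direction, so these counts do not decide on an exchange in LN. Exchanges in BM or lung were not tested. Translation or surface turnover of the protein, or a change of level in culture, stay open as untested.

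The fit across tissues gave as many DEGs in 100 of 100 splits of the 12 libraries as in the real one, which is among the 100 drawn from 462. Because limma called 0 genes in the real split, and 144 at an unadjusted p under 0.05, no other outcome was possible, and the splits say nothing about chance.

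Genes of chromosome 4 were lower in lung-derived CD44 high cells than in MFP, with a median log2 difference of -0.80 against -0.10 for all 12541 protein-coding genes tested. The lower level ran along the whole chromosome, with a median of -0.49 or lower in each of 10 consecutive parts. In the single-cell data, which had not been used to see this, chromosome 4 ranked 1 of 19 autosomes from the lowest in lungH against both lymphH and lungL, with medians of -0.34 and -0.45 against 0.06 and 0.05 for all protein-coding genes, which argues against an effect of the bulk libraries alone. The other 5 tissue-derived groups also lay lower on chromosome 4 than over all these genes, at -0.25 to -0.70 against -0.01 to -0.42, so that part of the bulk difference may come from the MFP libraries. A lost copy of chromosome 4 in the lung-derived CD44 high cells is a hypothesis that these values allow, and DNA was not measured in these files.

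Averaged over the genes of Fig. 5C, detection was lower in the largest lymphH and lungH clusters than in the deepest cluster of their library, and depth is a candidate explanation. The deepest cluster of a library had a mean share of cells with these genes 3.61 times that of the shallow one in lungH and up to 6.98 times in lymphH. After thinning to 500 counts per cell, which kept 948 lungH and 1903 lymphH cells, the largest ratio was 1.31. Depth may thus account for most of the contrast in detection. It is not the only difference, since thinned cells of lungH cluster 1 still had fewer genes than those of cluster 2, and the shallow lymphH and lungH clusters resembled the left-out barcodes more than the deep cluster of their library. Background barcodes among the shallow cells and a biological difference both stay open.

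*XIST*, singled out after its values were seen, had at most 0.01 TPM in each of the 8 LN and BM libraries, 1.2 and 1.54 TPM in lung-derived CD44 low, 17.6 and 7.13 TPM in lung-derived CD44 high cells and 5.53 and 6.4 TPM in MFP. No explanation was tested. The 39 lungL cells in lungH cluster 2, also singled out afterwards, had 8.43 counts of *CD24A*, 5.57 of *FN1* and 5.26 of *THBS1* per 10000, against 4.18, 54.2 and 48.7 in lungL as a whole.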
